# Müller glial microRNAs are required for the maintenance of glial homeostasis and retinal architecture

**DOI:** 10.1038/s41467-017-01624-y

**Published:** 2017-11-17

**Authors:** Stefanie G. Wohl, Nikolas L. Jorstad, Edward M. Levine, Thomas A. Reh

## Abstract

To better understand the roles of microRNAs in glial function, we used a conditional deletion of Dicer1 (Dicer-CKO_MG_) in retinal Müller glia (MG). Dicer1 deletion from the MG leads to an abnormal migration of the cells as early as 1 month after the deletion. By 6 months after Dicer1 deletion, the MG form large aggregations and severely disrupt normal retinal architecture and function. The most highly upregulated gene in the Dicer-CKO_MG_ MG is the proteoglycan Brevican (*Bcan*) and overexpression of *Bcan* results in similar aggregations of the MG in wild-type retina. One potential microRNA that regulates *Bcan* is miR-9, and overexpression of miR-9 can partly rescue the effects of Dicer1 deletion on the MG phenotype. We also find that MG from retinitis pigmentosa patients display an increase in Brevican immunoreactivity at sites of MG aggregation, linking the retinal remodeling that occurs in chronic disease with microRNAs.

## Abstract (web summary)

Müller glia are a type of retinal glial cell important for maintaining retinal structure and implicated in response to retinal damage. Here the authors identify Brevican, a chondroitin sulfate proteoglycan, as a microRNA-modulated regulator of Müller glia function.

## Introduction

Müller glia (MG) are the predominant type of retinal glial cell and along with maintaining tissue homeostasis and providing support and protection for neurons, they are required for retinal structural integrity^1, 2^. Several studies have shown that loss of mature MG in a range of species leads to disruptions in retinal structure^3–5^. Moreover, after loss of neurons, MG respond to the insult with changes in expression of cytoskeletal genes (e.g., GFAP) and a reduction in genes associated with their normal functions. In cases of chronic and progressive neuronal loss, hypertrophic MG migrate from their normal position in the inner nuclear layer (INL) and are associated with large-scale neuronal disorganization^6^. The MG migration and neuronal disorganization that results from chronic retinal damage, is a potential limit to current attempts to restore retinal function by transplantation, gene therapy, or prosthetic devices, but little is known about the factors responsible for the migratory behavior of MG.

microRNAs (miRNAs) are important regulators of gene expression in development^7–12^, but also play roles in disease and degeneration^13, 14^. In the brain, predominantly for astrocytes, miRNAs have been reported to regulate injury responses^15–18^ and are involved in cell degeneration and tumor genesis^15, 19–22^. A number of studies analyzed the effects of Dicer1 deletion in glial development^17, 23–27^, but the role of miRNAs in mature glial function are not as well characterized.

To better understand the cellular processes regulated by miRNAs in glia, we carried out a MG-specific deletion of Dicer1 (Dicer-CKO_MG_), an endoribonuclease required to produce mature miRNAs^28^. The result of the loss of Dicer1 in differentiated MG is a temporary increase in their number and their migration to ectopic positions in the retina. After 6 months, we observe a decline in MG number and the formation of MG aggregations in vivo, and a disruption of the retinal architecture in the Dicer-CKO_MG_ mice. There is also significant impairment of visual acuity in the Dicer-CKO_MG_ mice. The loss of Dicer1 in MG results in a decline of all the miRNAs that are normally highly expressed in these cells, and RNA-Seq shows that the gene with the greatest increase in the Dicer-CKO_MG_ is *Bcan* (encoding Brevican), a chondroitin sulfate proteoglycan^29, 30^. Additional studies further support a role for Brevican and miR-9 in MG aggregation and migration. Together, our results show that miRNAs are required in MG for the maintenance of retinal structure and function.

## Results

### Dicer1 deletion in MG disrupts normal retinal architecture

In order to analyze the role of miRNAs in MG, we used a MG-specific CreER line (*Rlbp1*-promoter driving an estrogen receptor-cre-recombinase) crossed to a stop^f/f^-tdTomato reporter mouse (Fig. 1a). After injection of tamoxifen (Methods), tdTomato^+^ cells were exclusively found in the INL, expressing the glial markers Sox9 and glutamine synthetase (GS) (Fig. 1c–f) as reported before^31, 32^. We did not find tdTomato expression in retinal neurons or astrocytes (Supplementary Fig. 1a–t), in accordance with previous studies^33^. By crossing the inducible *Rlbp1CreER* with mice with floxed alleles of Dicer1 (exon 23; the second RNase III domain)^28^, Dicer1 deletion was effected with four consecutive daily injections of tamoxifen in young mice (P11–14, after retinogenesis is complete and MG have differentiated^34–36^, Fig. 1a, b).

**Fig. 1:**
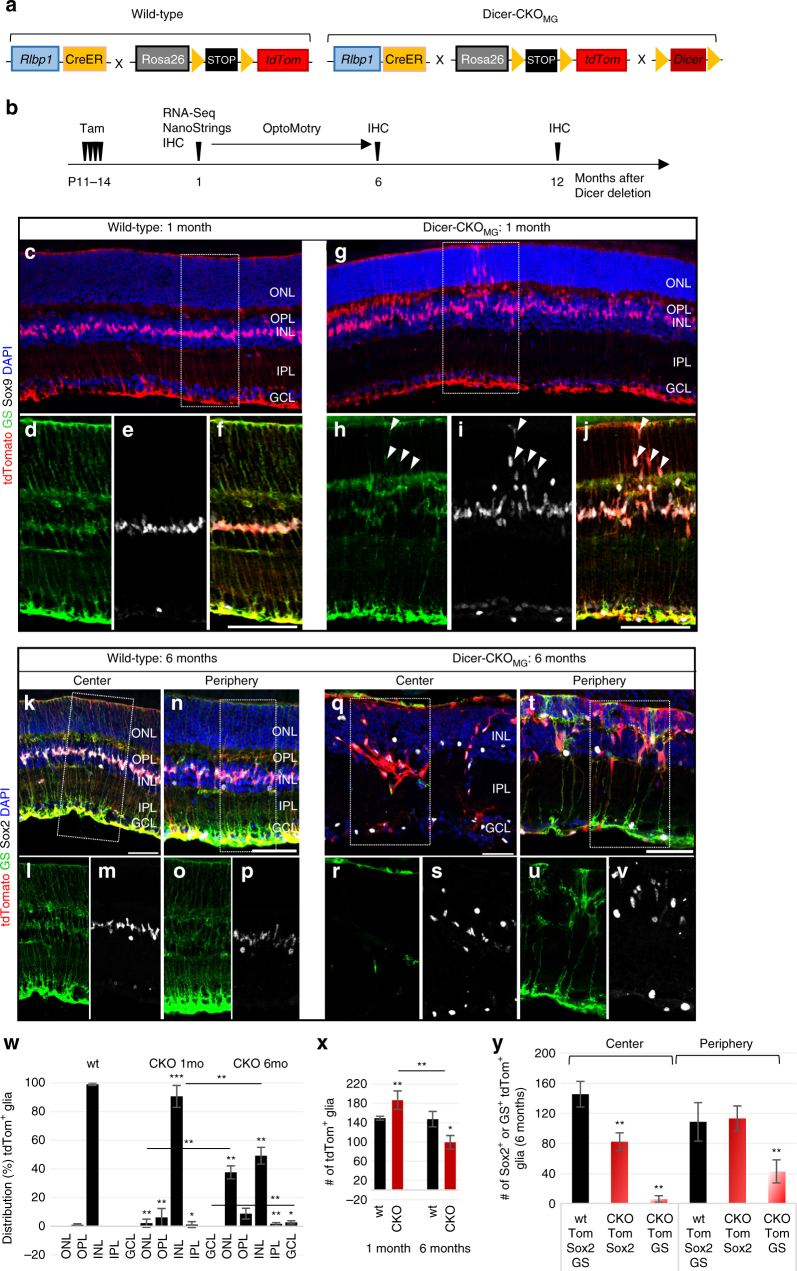
Dicer-CKO_MG_ Müller glia migrate and form aggregations. **a** Schematic of the wild-type (wt): *Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* and the conditional knockout (Dicer-CKO_MG_) genotype: *Dicer1* ^*f/f*^ *: Rlbp1CreER: stop* ^*f/f*^ *-tdTomato*. **b** Experimental design. **c**–**v** Immunofluorescence for tdTomato, glutamine synthetase (GS), Sox9 or Sox2, and DAPI nuclear staining of wt and Dicer-CKO_MG_ retinal sections, 1 month (**c**–**j**) or 6 months after Dicer1 deletion (**k**–**v**). MG form aggregates in central retina (**q**) and display abnormal migration in the periphery (**t**). **w** Distribution (%) of tdTomato^+^ MG in the different retinal layers in wt and Dicer-CKO_MG_ retinas, wt: *n* = 10, CKO_1 mo_: *n* = 8, CKO_6 mo_: *n* = 4. **x** Numbers of tdTomato^+^ MG per field in wt and Dicer-CKO_MG_ retinas, wt_1 mo_: *n* = 5, CKO_1 mo_: *n* = 9, wt_6 mo_: *n* = 4, CKO_6 mo_: *n* = 4. **y** Numbers of Sox2^+^ or GS^+^ tdTomato^+^ glia in the center and periphery of 6 months old Dicer-CKO_MG,_ wt_6 mo_: *n* = 4, CKO_6 mo_: *n* = 4. Statistics: mean ± S.D., Shapiro–Wilk test for normality, for **w**: Mann–Whitney *U*-test, for **y**: Levene’s test for equality of variances and independent samples *t*-test, 2-tailed, as well as Bonferroni–Holm correction for all tests, significant differences: *p < 0.05, **p < 0.01, ***p < 0.0001. Mice of at least two different litters were analyzed. Scale bars in **f**, **j**: 100 μm, in **k**, **n**, **q**, **t**: 50 μm. GCL, ganglion cell laye; INL, inner nuclear layer; IPL, inner plexiform layer; MG, Müller glia; ONL, outer nuclear layer; OPL, outer plexiform layer; wt, wild-type

One month after the last tamoxifen injection, we found distinctive changes in retinal architecture in the Dicer-CKO_MG_ mice. Although the overall structure of the retina was intact, the MG in the Dicer-CKO_MG_ retinas migrated to abnormal locations in the outer plexiform layer, the outer nuclear layer (ONL), and the inner plexiform layer (Fig. 1g–j, w; Supplementary Data 1). By contrast, Dicer1 heterozygous mice were not different from wild-type (wt) in retinal structure and glial cell numbers (Supplementary Fig. 2a–i).

In the more severely affected regions, there was a 45% increase in INL thickness in the Dicer-CKO_MG_ retinas compared to the wt (Supplementary Fig. 3a–e). Cell counts revealed that the INL of Dicer-CKO_MG_ mice had ~23% more tdTomato^+^ MG than the wt and all tdTomato^+^ cells were co-labeled for the MG markers Sox9 and glutamine synthetase (GS, Supplementary Fig. 3a–d, f). In many regions, in the Dicer-CKO_MG_ retinas, the MG were not aligned in a single row, but distributed over the entire INL (Supplementary Fig. 3a–d, g).

Six months after Dicer1 deletion, more severe alterations in the retina were observed (Fig. 1k–v). MG were nearly all misplaced from their normal location, and often formed large aggregations (Fig. 1q–s); 38% of all MG were now located in the ONL (Fig. 1w; Supplementary Data 1). In addition, the retina was much thinner than normal and significantly disorganized. Also, by 6 months after the Dicer1 deletion in the MG, there were fewer MG than normal, in particular in the central retina (Fig. 1q–v, x, y; Supplementary Data 1). Interestingly, 96% of the tdTomato cells were still Sox2^+^, but only 19% expressed GS (Supplementary Fig. 3h, i). The formation of aggregates was not as prominent in the peripheral retina, and the number of Sox2^+^ MG were similar to the wt; however, there were clear abnormalities in MG position and many MG had very low levels of GS (Fig. 1t–v, y; Supplementary Data 1).

Dicer1 deletion in the MG also led to disruption of the outer limiting membrane (OLM), which is formed by MG (Fig. 2a–e). This was accompanied by an obvious reduction of ONL thickness and in the number of layers of Otx2^+^ cells in the ONL in the center and periphery, 6 and 12 months after Dicer1 deletion (Figs. 2, 3a–c, Supplementary Data 1). To assess the timing of neuronal cell death in the mutants, we used Caspase3 labeling. We did not detect any Caspase3^+^ cells 1 month after Dicer1 deletion. However, 6 and 12 months after Dicer1 deletion, we found Caspase3^+^ cells in the INL and GCL, suggesting that loss of Dicer1 in MG indirectly causes neuronal death in later stages (Fig. 2f–l). Interestingly, 1 month after Dicer1 deletion, the ONL was significantly larger than in corresponding controls (Supplementary Fig. 3j, k). However, since we did not find an increased number of Otx2^+^ cells, the extended ONL might be a result of a more stretched retina, which could be due to the loss of MG tensile strength and the resulting overall loss of structural integrity^4^.

**Fig. 2:**
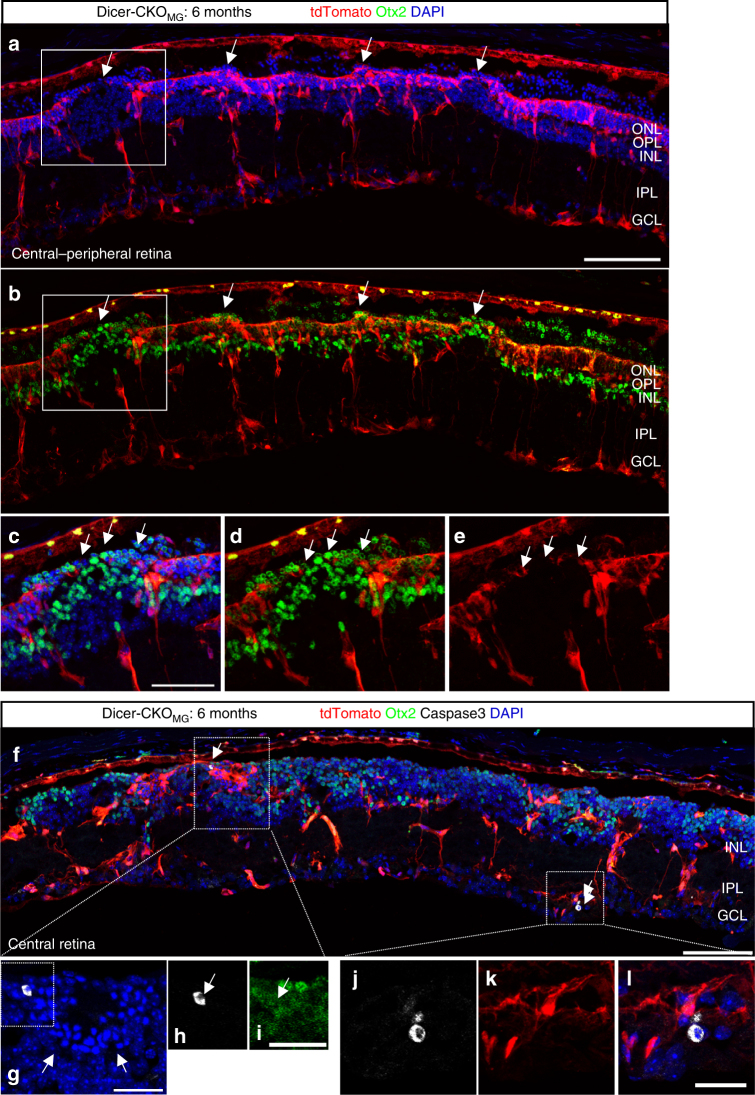
Retinal organization is disrupted 6 months after Dicer1 deletion. Immunofluorescence for tdTomato (endogenous, unlabeled), Otx2, Caspase3, and DAPI of retinal cross sections of an adult Dicer-CKO_MG_ mouse, 6 months after Dicer1 deletion that received Tamoxifen at postnatal day (P) 11–14. Arrows in **a**–**e** show regions were the outer limiting membrane (OLM) is disrupted. Arrows in **f** show Caspase3^+^ cells, found in the INL, in rosette like formations (**g**-**i**), or in the GCL (**j**-**k**). Mice of at least two different litters were analyzed. Scale bars in **a**, **f**: 100 µm, in **c**: 50 µm, in **g**, **i**, **l**: 25 µm. ONL, OPL, INL, IPL, GCL, as defined in Fig. 1 legend

**Fig. 3:**
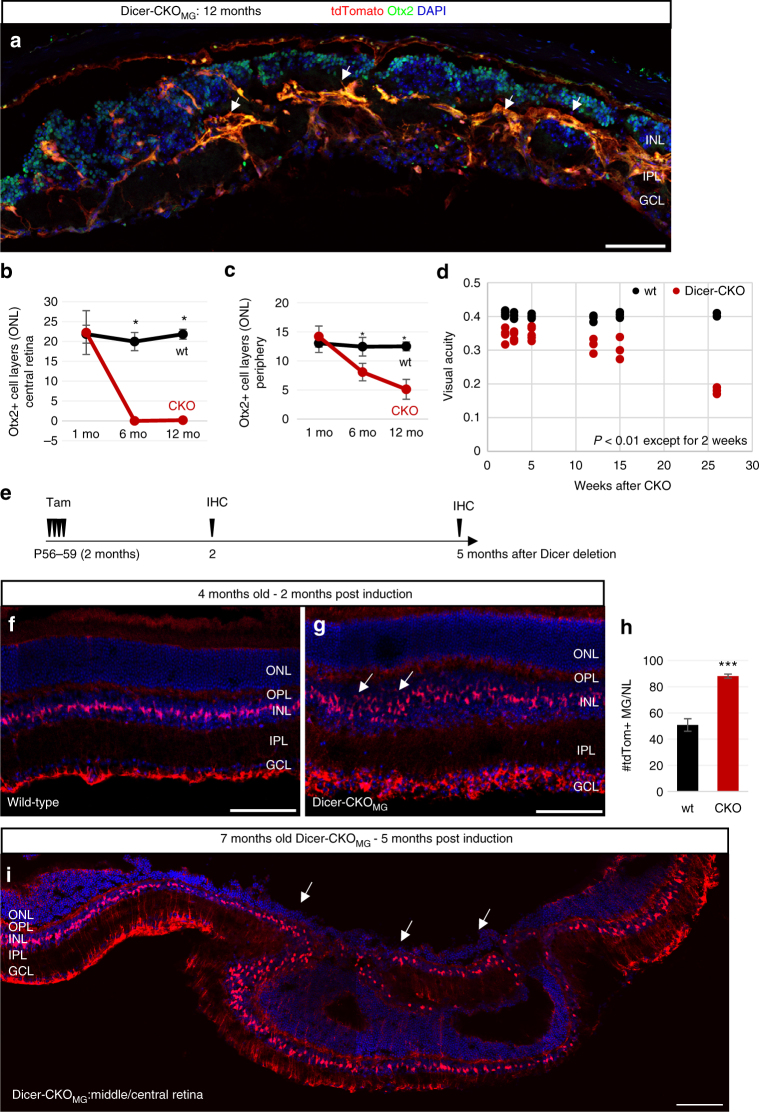
Disruption of retinal structure and function after Dicer1 deletion in MG in either juvenile or adult mice. **a** Immunofluorescence for tdTomato (endogenous, unlabeled), Otx2, and DAPI of retinal cross sections of an adult Dicer-CKO_MG_ mouse 12 months after Dicer1 deletion, which received Tamoxifen at postnatal day (P) 11–14. **b**, **c** Number of Otx2^+^ cell layers in the ONL in the central (**b**) and peripheral retina (**c**) 1, 6, and 12 months after Dicer1 deletion in the wild-type (wt_1 mo_ *n* = 3, wt_6 mo_ *n* = 4, wt_12 mo_ *n* = 3) and Dicer-CKO_MG_ (CKO_1 mo_ *n* = 4, CKO_6 mo_ *n* = 4, CKO_12 mo_ *n* = 7). **d** OptoMotry results for wt (*n*_2 weeks_ = 4, *n*_3 weeks_ = 3, *n*_5 weeks_ = 4, *n*_12 weeks_ = 3, *n*_15 weeks_ = 3, and *n*_26 weeks_ = 3, one measurement per time point) and Dicer-CKO_MG_ mice (*n*_2 weeks_ = 4, *n*_3 weeks_ = 4, *n*_5 weeks_ = 5, *n*_12 weeks_ = 3, *n*_15 weeks_ = 3, and *n*_26 weeks_ *n* = 3, two measurements per time point), 2–28 weeks after Dicer1 deletion (*p*_2 weeks_ = 0.000, *p*_3 weeks_ = 0.001, *p*_5 weeks_ = 0.002, *p*_12 weeks_ = 0.004, *p*_15 weeks_ = 0.007, *p*_26 weeks_ = 0.000). **e** Experimental design for Dicer1 deletion in the adult mouse. **f**–**i** Immunofluorescence for tdTomato (endogenous unlabeled) and DAPI nuclear labeling of Dicer-CKO_MG_ mice in which Dicer1 was deleted at postnatal day (P) 56–59 (2 months of age), 2 months after deletion (**f**, **g**) or 5 months after deletion (**i**). **h** Number of tdTomato^+^ MG in the INL in wt (*n* = 3) and Dicer-CKO_MG_ mice (*n* = 3) 2 months after Dicer1 deletion. Statistics: mean ± S.D., Shapiro–Wilk test for normality, for **b**, **c**: Mann–Whitney *U*-test, for **d**, **h**: Levene’s test for equality of variances and independent samples *t*-test (2-tailed), significant differences are indicated, *p < 0.05, **p < 0.01, ***p < 0.0001. Mice of at least two different litters were analyzed. Scale bars 100 µm. OPL, INL, IPL, GCL as defined in Fig. 1 legend

Since the retinal structure was disrupted in the Dicer-CKO_MG_ retinas, we analyzed the visual acuity of the mice using OptoMotry. For the wild-type mice, we found visual acuity values of 0.4 cycles per degree (Fig. 3d; Supplementary Data 1) in accordance with previous reports^37^. In the Dicer-CKO_MG_ mice, however, the visual acuity was significantly reduced as early as 3 weeks following Dicer1 deletion and further declined to 0.2 cycles per degree by 28 weeks. The reduced visual acuity at P28 is an interesting finding since we did not find any obvious phenotype at this time. However since full visual acuity is reached around P25^37^, the loss of Dicer1 in the MG induced at P11–14 might have an impact on retinal maturity.

The changes we observed in the MG after Dicer1 deletion in young mice are relatively slow and initial experiments in which Dicer1 deletion was initiated in mice older than P21 failed to show a phenotype after 1 month. However, more extended analysis of mice in which Dicer1 was deleted in older animals (60 days old) showed a phenotype at 2 and 5 months after cre induction (Fig. 3e, i), similar to that observed in the P11–14 induced mice. Two months after Dicer1 deletion, the number of tdTomato^+^ MG was significantly increased and the INL was extended in the Dicer-CKO_MG_ compared to the wt (Fig. 3f–h; Supplementary Data 1; Supplementary Fig. 3l–n). Five months after Dicer1 deletion, we found a significant disruption of the retinal architecture in both, central and peripheral retina (Fig. 3i; Supplementary Fig. 3o). The phenotype was not as severe as in the mice that had Dicer1 deletion at P11–14, although there was a similar decline in the ONL and disruption of the OLM. The progression of retinal disorganization was slower when Dicer1 was deleted in adult mice than from a similar deletion in young mice, but the cre-recombinase might not be as effective in the adult mouse, and/or the additional miRNAs accumulated in the adult MG^32^ might decline more slowly after Dicer1 deletion.

The increase in the number of MG in retinas at 1 month after deletion might be due to an increase in proliferation of these normally quiescent cells. We failed to find evidence for ongoing proliferation in the Dicer-CKO_MG_ MG after multiple EdU injections or labeling sections with markers of mitotic cells (PCNA; phospho-histone 3), and therefore conclude that the rate of MG proliferation must be very low. However, by continuous labeling of mitotic cells with EdU in retinal explant cultures from wild-type or Dicer-CKO_MG_ mice (P11–P14, Supplementary Fig. 4a), we found a significant increase in the number of EdU^+^ MG in the Dicer-CKO_MG_ retinas compared to the wild-type retinas, with definite signs of cell division in the ONL (Supplementary Fig. 4b–o). Moreover, many MG in were found in the ONL, similar to what we observed in vivo (Supplementary Fig. 4p).

### Changes in gene expression after Dicer1 deletion in MG

To determine which miRNAs might be responsible for the changes we observed in MG migration, we purified the MG by fluorescence-activated cell sorting (FACS). Retinas from *Rlbp1-creER: stop* ^*f/f*^ *-tdTomato* were checked for successful recombination, pooled, dissociated, and FACS-purified. The fraction of the tdTomato^+^ cells varied between 1.5 and 2.1% of all events (Supplementary Fig. 5a–d, o), in accordance with earlier reports^38^. Dicer1 heterozygous retinas showed the same pattern as wild-type retinas (Supplementary Fig. 5e–i). Consistent with the counts from retinal sections, we routinely found significantly higher fractions of tdTomato^+^ MG in the Dicer-CKO_MG_ mice compared to the wt (Supplementary Fig. 5j–o). Post-sorts of the wt or Dicer-CKO_MG_ tdTomato^+^ showed 94–96% purity of the tdTomato^+^ cells and no positive cells in the tdTomato^–^ fraction (Supplementary Fig. 5o).

To assess miRNAs in MG, 600 miRNAs were quantified by solution hybridization without amplification using a NanoString nCounter assay^39^. 

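Raw miRNA counts were far higher in the wild-type library than in the Dicer-CKO_MG library. Summed over the 566 mouse miRNA probes, 695390 barcodes were counted for wild-type MG and 52644 for Dicer-CKO_MG, and miR-204 alone made up 35.6% of the first and 13.1% of the second total. Of the 566 probes, 171 were detected in wild-type MG and 77 in Dicer-CKO_MG, with 74 detected in both, 97 only in wild-type, 3 only in Dicer-CKO_MG and 392 in neither. The raw counts of the 4 housekeeping mRNAs were lower in Dicer-CKO_MG too, with 1939 against 7024 for Actb. The raw totals and the numbers detected therefore cannot be read as loss of miRNAs alone. In the assay, miRNAs are ligated to tags, hybridized in solution to barcoded probes and counted one molecule at a time, so a raw count is a number of barcodes. MG, the main glial cells of the retina, carried tdTomato after tamoxifen (75 mg/kg from postnatal day 11 to 14) had activated the MG-specific Rlbp1-creER, which in the floxed mice also deletes Dicer1. tdTomato+ cells from 40 retinas of 20 mice formed the wild-type pool, and cells from 26 retinas of 13 mice the Dicer-CKO_MG pool (the table in Supplementary Fig. 5 lists 28 retinas for the latter). About 200 ng total RNA was used for each. There was 1 library per group, so no difference between them has a replicate check and no p-values are given. Besides the mouse probes the panel held 33 probes for viral miRNAs, of which 2 rose above the detection limit in wild-type MG and 0 in Dicer-CKO_MG. The authors deposited raw counts and normalized counts made with nSolver 2.6. Here the raw counts were normalized anew. The mean of the 8 negative controls of a library was subtracted (38.6 in wild-type, 20.4 in Dicer-CKO_MG), and the rest was scaled by the geometric mean of the 6 positive controls and then by that of the 4 housekeeping genes. A probe counted as detected above the mean plus 2 SD of the negative controls, a raw count of 71.7 in wild-type and 53.2 in Dicer-CKO_MG. A probe detected in only 1 library is given as a bound against that limit. Intervals are exact 95% intervals of the ratio of the raw counts carried to the normalized scale, and cover counting error only. The subtraction of background does not widen them, so they are too narrow for counts near background. A miRNA was called lower or higher when it differed at least 2-fold with an interval that excluded equality.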

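In wild-type MG the miRNA signal was concentrated in a few species. miR-204 had the highest normalized count (177083), followed by miR-125b-5p (67928), miR-9 (46744), miR-181a (30265) and let-7c (16226), and these 5 made up 69.9% of the normalized count of all detected mouse miRNAs. The 23 miRNAs with the highest counts made up 92.7%, from miR-204 down to miR-23a with 2062, an 85.9-fold range, and the next miRNA had a count of 1516. They included 6 of the 9 members of the let-7 family, whose levels rise as neural tissue matures, the related miR-99a (12281) and miR-100 (3487), miR-125a-5p (3495), miR-30c (8649) and miR-30d (2898), miR-135a (7954), miR-29a (5402), miR-16 (4500), miR-1944 (3114), miR-22 (3047) and miR-335-5p (2063). miR-720 (14816) is also among them, although this sequence is a fragment of a tRNA and has been withdrawn from miRBase. The gene of miR-204, Mir204, lies on chromosome 19 of the mouse assembly GRCm38.p6 from 22750605 to 22750672, within the gene Trpm3 (22137797 to 22995410). miRNAs typical of other retinal cells had lower counts than these 23, such as miR-124 of neurons with 839 (rank 34), miR-183 and miR-96 of photoreceptors with 225 and 176, and miR-126-3p of blood vessels with 121. The paper's text gives no count above which a miRNA is highly expressed, so the 23 with the highest wild-type counts were taken. A count above 1000 was reached by 32 mouse miRNAs. Levels of different miRNAs also depend on how well each probe binds, so their order is approximate.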

We found 23 miRNAs highly expressed in MG, including previously characterized mGliomiRs^32^. These all showed a decline in the Dicer-CKO_MG_ (Fig. 4a; Supplementary Data 1), thus confirming the loss of Dicer1 function in the MG. 

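All 23 miRNAs with the highest counts in wild-type MG had a lower normalized count in Dicer-CKO_MG, and 22 of them fell at least 2-fold, with a median of 26.0% of the wild-type level remaining. miR-204 fell from 177083 to 18866, which left 10.7% of its wild-type level (95% counting interval 10.4 to 10.9%). miR-125b-5p was left at 16.6% (16.1 to 17.1%), miR-99a at 11.5% (10.6 to 12.6%), let-7c at 38.1% (36.5 to 39.8%) and miR-30c at 23.6% (21.9 to 25.4%). The smallest difference among the 23 was that of miR-1944, with 70.4% remaining (65.2 to 75.8%).

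**Figure D1:**
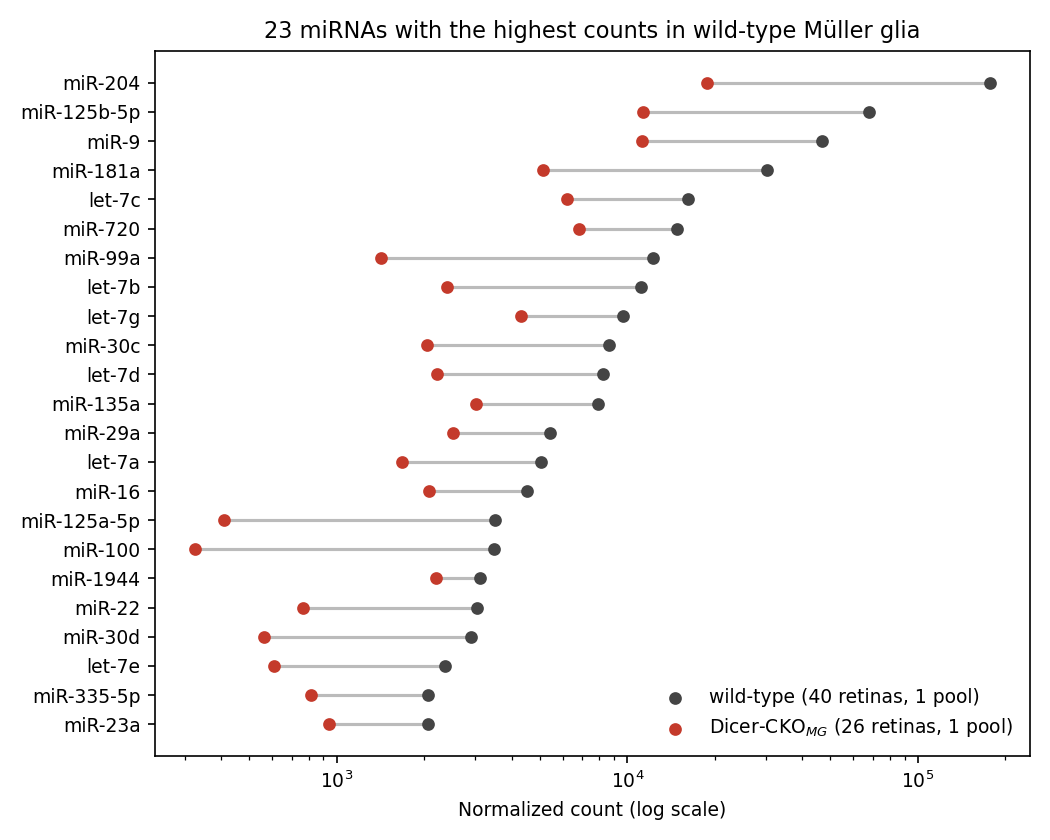
Normalized counts (log axis) of the 23 miRNAs with the highest counts in wild-type MG, ordered by that count, in wild-type (dark) and Dicer-CKO_MG (red), 1 pooled library each. Every Dicer-CKO_MG point lies left of its wild-type point, from miR-100 (3487 to 325.0) to miR-1944 (3114 to 2191).

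The declines differed between families. Of the miR-99/100 and miR-125 families, all 5 members fell (4 of them, all but miR-99b, were also lower when scaled to the sum of detected miRNAs), with a median log2 ratio of -3.09, at percentile 0.285 of 10000 random lists matched on expression. Such random lists were drawn from all detected miRNAs, members of the list included, which can pull a percentile toward the middle. miR-100 fell the most among measured miRNAs, with 9.32% remaining (7.82 to 11.0%). In the miR-30 family, 3 of 5 members fell at least 2-fold and miR-30b and miR-30e had 64.2% and 65.0% remaining (family median log2 ratio -1.52, percentile 36.5, and 0.51 when scaled to the sum of detected miRNAs). In the miR-29 family, miR-29a fell to 46.5%, whereas miR-29b and miR-29c stood at 115% (103 to 127%) and 118% (107 to 129%), a family median at percentile 94.6, and all 3 were below wild-type when scaled to the positive controls only. The 10 miRNAs of Fig. 4a, which the study chose on these samples, all fell (median log2 ratio -2.15, percentile 4.41, and 1.38 with 5 bins), and 7 of them were lower when scaled to the sum of detected miRNAs. Of 3 detected sequences that are made without Dicer, miR-720 fell to 45.9%, miR-1937c stood at 63.4% and the probe for miR-1937a and miR-1937b at 119%, below wild-type on the positive-control scale (list median log2 ratio -0.66, percentile 81.5). Large falls outside the 23 were those of miR-1927 (at least 10.3-fold, at background in Dicer-CKO_MG), miR-1960 (7.45-fold), miR-191 (at least 6.19-fold) and miR-1965 (5.93-fold). Over all mouse probes, 52 miRNAs were called lower and 21 higher, and the normalized counts of the detected mouse miRNAs summed to 24.5% of wild-type. That ratio depends on the scale and was 0.0451 with positive controls only and 0.585 when scaled to the 100 highest miRNAs.
Where measured in both libraries, miRNAs typical of other retinal cells moved the other way on the housekeeping scale. Of 20 probes for them, 9 were detected in neither library. The normalized detection limit was 90.0 in Dicer-CKO_MG and 23.6 in wild-type. miR-132, miR-142-3p, miR-150 and miR-146a had wild-type counts below 90.0, so a clear fall of theirs would have left them unmeasured. All 3 measured neuronal miRNAs were higher in Dicer-CKO_MG, with miR-124 8.94-fold, miR-129-3p 3.23-fold and miR-132 2.27-fold (percentile 95.7 for the list, miR-137 included at its bound). So were both measured photoreceptor miRNAs, miR-96 (12.1-fold) and miR-183 (4.99-fold), all 4 measured immune cell miRNAs, miR-142-3p (7.75-fold), miR-150 (5.67-fold), miR-142-5p (3.96-fold) and miR-146a (2.78-fold, percentile 98.6 for the list), and the vascular miR-126-3p (6.48-fold). Normalized to the positive controls only, all 23 miRNAs remained lower but 137 miRNAs were called lower and 2 higher, and 5 of these 10 miRNAs of other cells, miR-129-3p, miR-132, miR-183, miR-142-5p and miR-146a, had lower values in Dicer-CKO_MG, that of miR-183 within counting error of equality. Scaled to the sum of detected miRNAs, which removes any change common to all, 5 were called lower and 37 higher, and 10 of the 23 remained lower.

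**Figure D2:**
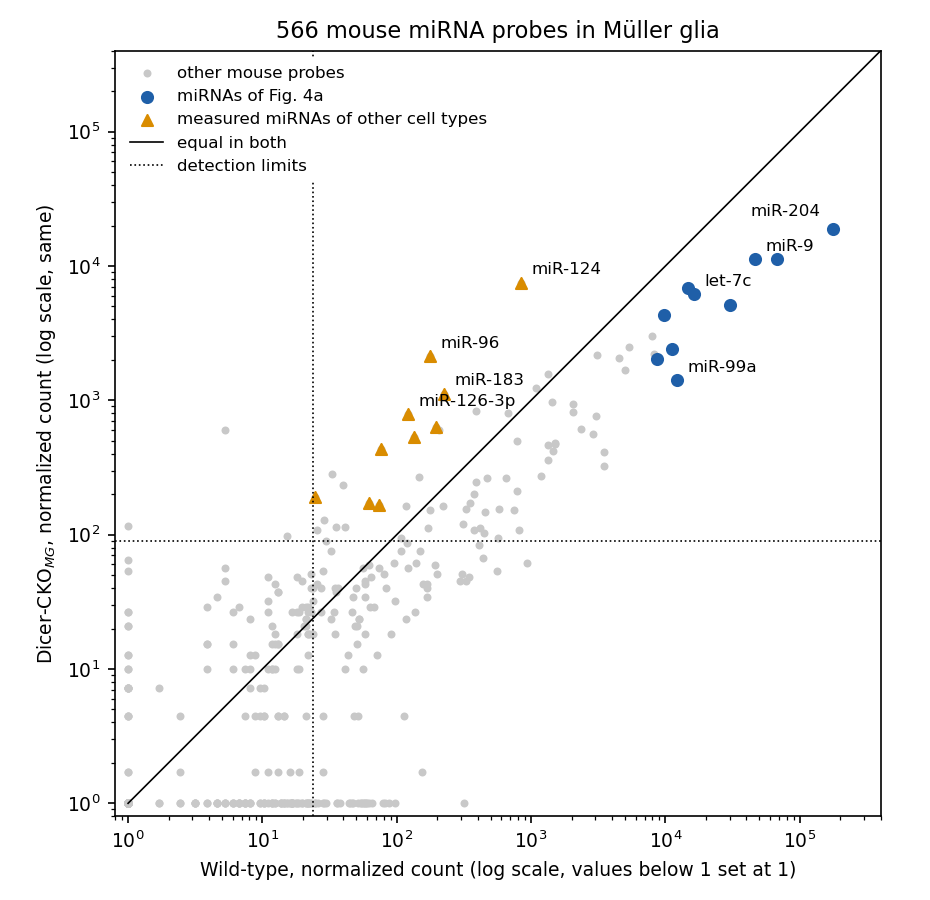
Normalized counts of the 566 mouse miRNA probes in wild-type (horizontal log axis) and Dicer-CKO_MG (vertical log axis), with values below 1 set at 1, equal counts on the solid line and the detection limits dotted. The miRNAs of Fig. 4a (circles) lie below the line, and the 10 measured miRNAs of neurons, photoreceptors, immune cells and blood vessels (triangles) lie above it under the housekeeping scale, 5 of them below it under the positive-control scale, 4 beyond counting error.

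Dicer1 itself is not on the panel. From the decline of all highly expressed miRNAs, the paper concludes that Dicer1 function was lost in the MG. It also reports RNA-Seq reads that skip exon 23 of Dicer1 and describes the deletion as incomplete.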

To further validate the NanoString assay, we also used reverse transcriptase quantitative PCR (RT-qPCR) for a subset of these miRNAs to compare their levels in FACS-purified MG from the Dicer-CKO_MG_ and wild-type mice. All the miRNAs we tested showed a 4–5 cycle decline in the MG from the Dicer-CKO_MG_ when compared with the wild-type MG (Fig. 4b; Supplementary Data 1).

**Fig. 4:**
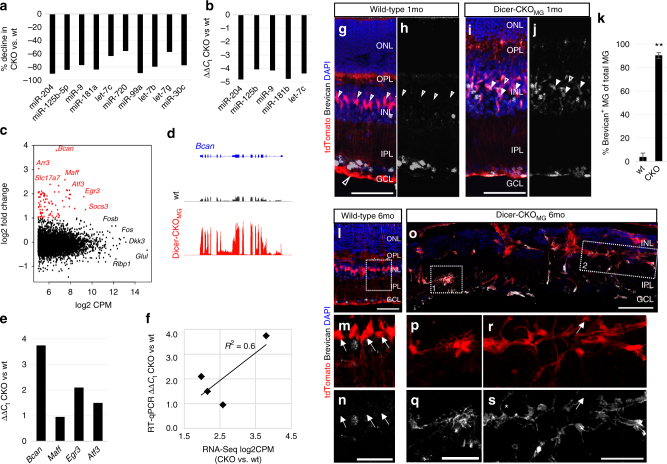
Dicer-CKO Müller glia express Brevican, which leads to disorganization. **a** Percent decline of the top 10 highly expressed MG miRNAs in the Dicer-CKO_MG_, listed in order of their highest expression levels, retinas of 40 wt and 26 CKO retinas were pooled. **b** RT-qPCR comparison of the top five highly expressed miRNAs for Nanostring validation (40 wt and 26 CKO retinas). **c** Scatter plot of genes differently regulated in the MG from Dicer-CKO_MG_ compared with MG from wt, shown as log2 of fold change and of counts per million (CPM). Genes showing the greatest increase are highlighted in red. **d** *Bcan* gene model (top) with the mapped reads from RNA-Seq in the wt and the Dicer-CKO_MG_. **e** RT-qPCR confirmation of the top four genes upregulated in RNA-Seq in the Dicer-CKO_MG_ (26 retinas, pooled) when compared to wt MG (32 retinas, pooled). **f** Comparison of ΔΔ*C*_t_ means CKO vs. wt from RT-pPCR of four highly expressed genes in the Dicer-CKO^MG^ from FAC-sorted MG (26 CKO and 32 wt retinas pooled, normalized against beta-actin) vs. log2 CPM from RNA-Seq, regression coefficient *R* ^2^ = 0.6. **g**–**s** Immunofluorescent labeling for tdTomato, Brevican, and DAPI. **g**–**j** 1 month after deletion: in wt mice, Brevican was expressed in neurons (asterisks) in the GCL and INL but not in MG (neither somata nor endfeet, unfilled arrows, **g**, **h**). Most MG in Dicer-CKO_MG_ mice expressed Brevican, **i**, **j**, in their endfeet in the GCL and in their somata in the INL (filled arrows). Unfilled arrows point to rare MG without Brevican. **k** Percentage of MG expressing Brevican in wt (*n* = 7) and MG from Dicer-CKO_MG_ mice (*n* = 7, mice of at least two different litters were analyzed). **l**–**s** 6 months after deletion: while the wt remains unchanged (**l**–**n**), tdTomato^+^Brevican^+^ MG in the Dicer-CKO_MG_ form aggregates in the IPL/GCL (**o**–**q**) and INL/ONL (**o**, **r**, **s**). Statistics: mean ± S.D., Shapiro–Wilk test for normality and Mann–Whitney *U*-test, significant differences: **p < 0.01. Scale bars in **g**, **i**, **o**: 50 μm, in **n**, **q**, **s**: 25 μm. MG, wt, retinal layers as defined in Fig. 1 legend

RNA-Seq was performed in order to detect changes in gene expression in FACS-purified MG between wild-type and Dicer-CKO_MG_ mice, 1 month after induction (Fig. 1b). We verified the loss of exon 23 in the Dicer1-deleted MG using the RNA-Seq data. The log2 of counts per million (CPM) of the overall reads in the entire Dicer1 gene showed a reduction in the Dicer-CKO_MG_ (Supplementary Fig. 5p). A Sashimi plot shows that 19 out of 32 reads skipped exon 23 in the Dicer-CKO_MG_, suggesting that Dicer1 was deleted in ~60% of the cells at this time point (Supplementary Fig. 5q). That incomplete deletion could be due to MG heterogeneity^40^ and might also be the reason for the observed migration of just selective groups of MG (Fig. 1g). However, even a 60% deletion is enough to lead to the severe phenotype we observed in the late phase of Dicer1 deletion.

We next analyzed the RNA-Seq data for changes in MG gene expression after Dicer1 deletion. Of all those genes expressed at a level of >5 log2 CPM, 64 genes were upregulated in the Dicer-CKO_MG_ (by >2-fold, Fig. 4c; Supplementary Data 1). An analysis for enrichment in biological processes using GO Profiler showed that these 64 genes were included in developmental processes and related terms (Supplementary Fig. 6a). About 41 out of 64 genes, found in the developmental processes GO category, were analyzed using miRWalk 2.0 to look for miRNA–gene interactions in the 3′UTRs. Most of the genes had predicted and/or validated sites for five of the most highly expressed miRNAs in MG^32^ (Supplementary Table 1). Despite the increase in developmental gene expression in the Dicer-CKO_MG_, many glial genes (e.g., *Glul* or *Rlbp1*) were not reduced (Fig. 4c; Supplementary Table 2). This suggests that the loss of Dicer1 in MG does not lead to the loss of the glial phenotype (within 1 month), but rather the effects are more complex.

Of those messenger RNAs (mRNAs) expressed at relatively high levels, *Bcan*, showed the greatest increase (Fig. 4c, d; Supplementary Data 1). *Bcan* encodes for Brevican, a lectican family of chondroitin sulfate proteoglycans (CSPGs). Other genes that are upregulated in the Dicer-CKO_MG_ include *Maff* (v-maf musculoaponeurotic fibrosarcoma oncogene family, protein F (avian)), *Atf3* (activating transcription factor 3), and *Egr3* (early growth response 3). RT-qPCR for *Bcan*, *Maff*, *Atf3*, and *Egr3* in MG from the Dicer-CKO_MG_ retinas confirmed the RNA-Seq results (Fig. 4e, f, regression coefficient 0.6, Supplementary Data 1). The increase in expression of *Atf3* in the Dicer-CKO_MG_ suggests that these cells were under stress, since this gene increases in expression after retinal injury^41^; however, there was no overt loss of neurons at this time in the Dicer-CKO_MG_ retinas (see above), and we did not observe an increase in the reactive glial marker GFAP in the MG (Supplementary Fig. 6b–g) and therefore, it is likely, that the increase in expression of *Atf3* is due to the loss of Dicer1 and miRNAs, rather than a more general response to injury.

We focused on Brevican for further analysis, since this protein has been specifically implicated in astrocyte proliferation and migration (during development and reactive gliosis) and might therefore be involved in the MG migration that occurs after Dicer1 deletion. Interestingly, in wild-type mouse retinas, Brevican immunoreactivity was present in neurons of the GCL and the INL, but not in MG, in both, adult (Fig. 4g, h) and immature P6 retinas (Supplementary Fig. 6h–p). However, in 1 month old, as well as 1-month old Dicer-CKO_MG_ mice, Brevican immunoreactivity was present in almost all MG, i.e., in their endfeet and in their somata (Fig. 4i–k; Supplementary Data 1). One month after Dicer1 deletion, Brevican immunoreactivity strongly labeled MG aggregations (Fig. 4l–s).

To explore a potential role for Brevican in the abnormal migration of MG in the Dicer-CKO_MG_ retina, we transduced P11 wild-type retinal MG with either Brevican-AAV (adeno-associated virus) or GFP-AAV in explant cultures (Fig. 5a). The AAV 2/1 serotype we used, almost exclusively infected MG (Fig. 5b, c). Remarkably, AAV-mediated expression of Brevican in wild-type MG leads to an abnormal migration and aggregation of the cells similar to what we observed in the Dicer-CKO_MG_ (Fig. 5d–g; Supplementary Data 1).

**Fig. 5:**
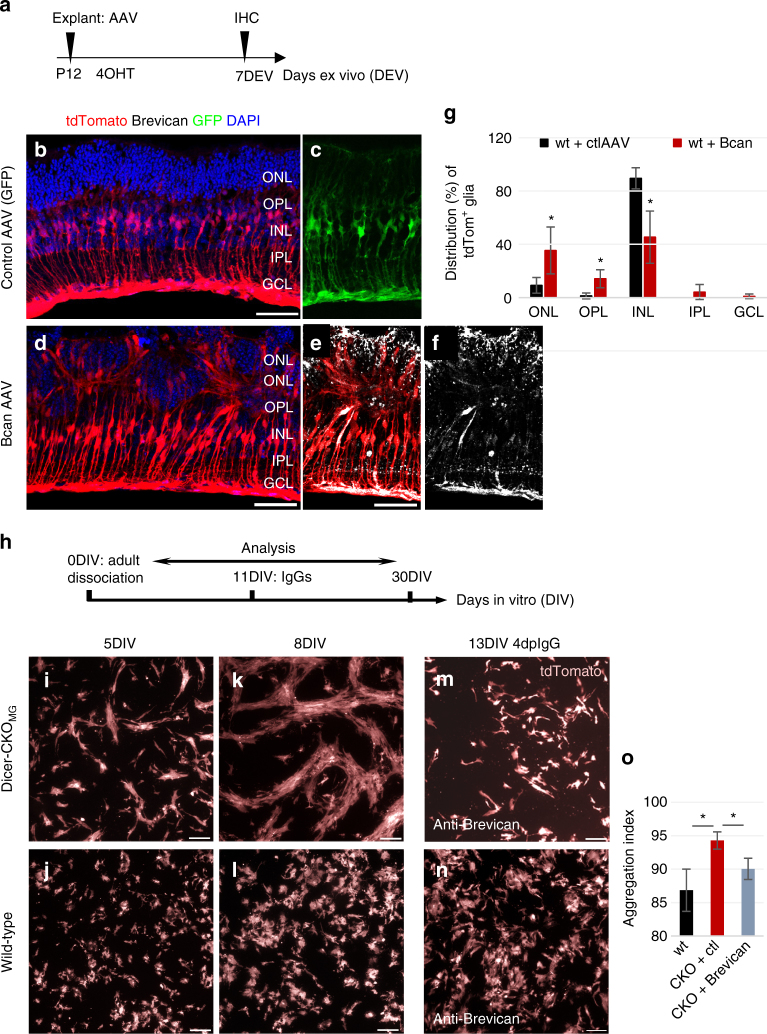
Brevican levels affect Müller glial morphology. **a** Experimental design for explant cultures. **b**–**f** P12 wild-type explants, 7 days after control-AAV (**b**, **c**) or *Bcan*-AAV transduction (**d**–**f**). Migrating, aggregation-forming MG are Brevican^+^ (**e**, **f**). **g** Distribution of MG in the retina layers after control or *Bcan*-AAV transduction, control-AAV: *n* = 4 mice, *Bcan*-AAV: *n* = 4 mice.This experiment was performed twice in the laboratory. **h** Cell culture scheme. **i**–**n** Live images of cultured tdTomato^+^ MG from adult Dicer-CKO_MG_ (**i**, **k**, **m**) and wt mice (**j**, **l**, **n**). Adult MG from Dicer-CKO_MG_ mice form cell aggregations over time (**i**, **k**), which are absent in the wt cultures (**j**, **l**). Brevican antibody application to Dicer-CKO_MG_ cultures results in resolution of these aggregations after 4 days, but has no effect on the wt glia (**m**, **n**). **o** Quantification of the aggregation index, i.e., the percentage of areas lacking fluorescence of wt, Dicer-CKO_MG_ naive, and Dicer-CKO_MG_ treated with anti-Brevican, *n* = 3 mice for each condition. This experiment was performed twice in the laboratory. Statistics: mean ± S.D., Shapiro–Wilk test for normality, for **g**: Mann–Whitney *U*-test, for **o**: Levene’s test for equality of variances and independent samples *t*-test (2-tailed), as well as Bonferroni–Holm correction; significant differences: *p < 0.05, **p < 0.01. Scale bars in **b**, **d**, **e**: 50 μm, in **i**–**n** 100 μm. dpIgG, days post antibody treatment; wt, ONL, OPL, INL, IPL, GCL, NFL as defined in Fig. 1 legend

We also used dissociated cell cultures of adult MG to further assess the effects of Brevican expression in the Dicer-CKO_MG_. MG from adult mice grow well in dissociated cell culture when plated on a “feeder layer” of immature (P12) MG (Fig. 5h). After dissociation, the primary MG cultures from Dicer-CKO_MG_ mice contained more MG, compared to the wild-type cultures (Supplementary Fig. 6q–s). After 5 days in vitro (DIV), the MG from Dicer-CKO_MG_ mice started to form aggregates, while the wild-type MG remained more dispersed (Fig. 5i, j). The cells forming these aggregates had an extended morphology and these bundle-like aggregations increased over time and formed large streams of cells (Fig. 5k, l), which resembled the aggregations we found 6 months after Dicer1 deletion in vivo (Figs. 1q, 2f). To test whether the increase in Brevican expression was responsible for these aggregations, we added Brevican antibodies to the Dicer-CKO_MG_ and wild-type cultures along with control IgGs. After 4 days of Brevican antibody treatment, we observed a significant reduction in the aggregation of the MG in the Dicer-CKO_MG_ cultures and they now were more similar to the wild-type MG (Fig. 5m–o; Supplementary Data 1). The Dicer-CKO_MG_ treated with the control IgG, however, retained the large aggregates (Supplementary Fig. 6t, u).

### miR-9 targets Brevican

To determine whether *Bcan* is a target of the miRNAs that are highly expressed in MG, we queried the miRWalk 2.0 database (miRWalk 2.0 combines 12 target screening databases including TargetScan, miRanda, and PICTAR2). The analysis showed that *Bcan* is targeted by miR-9, miR-125b-5p, and let-7 (Supplementary Table 1). We compared these results of the prediction databases with CLEAR-CLIP data from P13 mouse brain, in which miRNAs, bound to their target mRNA, were directly sequenced^42^. The miRNAs targeting *Bcan* include two miRNAs that are expressed at high levels in MG: the mGliomiR miR-9^32^ and miR-181a (Supplementary Fig. 6v), and these both decline substantially in the Dicer-CKO_MG_ (Fig. 4a; Supplementary Data 1). These two approaches provided us with a short list of miRNAs that potentially target *Bcan*.

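Both miRNAs were among the 4 with the highest counts in wild-type MG. miR-9, a miRNA of neural progenitors and glia, was left at 24.0% of its wild-type level in Dicer-CKO_MG (95% counting interval 23.3 to 24.8%), with a normalized count of 11219 from raw counts of 4115 against 65337 in wild-type. miR-181a was left at 17.0% (16.2 to 17.8%), with a normalized count of 5144 from raw counts of 1898 against 42317. The other detected members of the miR-181 family were scarce in MG. miR-181c was left at 47.4% (36.8 to 60.3%) of a wild-type count of 327.4, and the joint probe for miR-181b and miR-181d, with a wild-type count of 58.3, was at background in Dicer-CKO_MG, so that its direction stayed open (family median log2 ratio -1.08 with that probe at its bound, percentile 56.2). The paper lists miR-9, miR-125b-5p, miR-181a and let-7 for Bcan, and with let-7 taken as the 9 members of its family, miR-98 included, all 12 had lower counts in Dicer-CKO_MG, and 10 of them fell at least 2-fold, let-7f and miR-98 being the exceptions, the latter within counting error of equality (median log2 ratio -1.79, percentile 22.6). With positive controls only, miR-9 changed by -95.6% and miR-181a by -96.9%. Scaled to the sum of detected miRNAs, miR-9 changed by -1.98%, within its counting error, and miR-181a by -30.6%, and the median log2 ratio of the Bcan list was 0.24 and that of the miR-181 family 0.95. The mature miR-9-5p is UCUUUGGUUAUCUAGCUGUAUGA and miR-181a-5p is AACAUUCAACGCUGUCGGUGAGU (Supplementary Table 4). In GRCm38.p6, the assembly behind the mm10 build that the paper used for RNA-Seq, the genes of miR-9 are Mir9-1 on chromosome 3 from 88215598 to 88215686, Mir9-2 on chromosome 13 from 83738814 to 83738885 and Mir9-3 on chromosome 7 from 79505264 to 79505353. Mir9-1 lies 213423 bp from Bcan, which encodes Brevican (chromosome 3, 87987531 to 88002175). The genes of miR-181a are Mir181a-1 on chromosome 1 from 137966455 to 137966541 and Mir181a-2 on chromosome 2 from 38852735 to 38852810. A probe reads the mature miRNA and cannot tell these genes apart.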

As noted above, the 3′UTR of *Bcan* is targeted by miR-9, miR-125b-5p, miR-181a, and let-7. To directly assess whether these miRNAs target *Bcan*, we generated a GFP sensor containing the 3′UTR of the short *Bcan* isoform (Fig. 6a) and transfected this sensor into 3T3 fibroblasts along with a mCherry transfection control. We found that miR-9 (but not miR-181a, let-7a, or miR-125b-5p) significantly reduces the GFP signal, similar to that observed from a canonical miR-9 GFP sensor (Fig. 6b–h; Supplementary Data 1; Supplementary Fig. 7a–r). These results support a role for miR-9 in regulating *Bcan* expression in MG and suggest that the reduction in this miRNA in the Dicer-CKO_MG_ underlies the phenotype we observed in vivo, ex vivo, and in vitro.

**Fig. 6:**
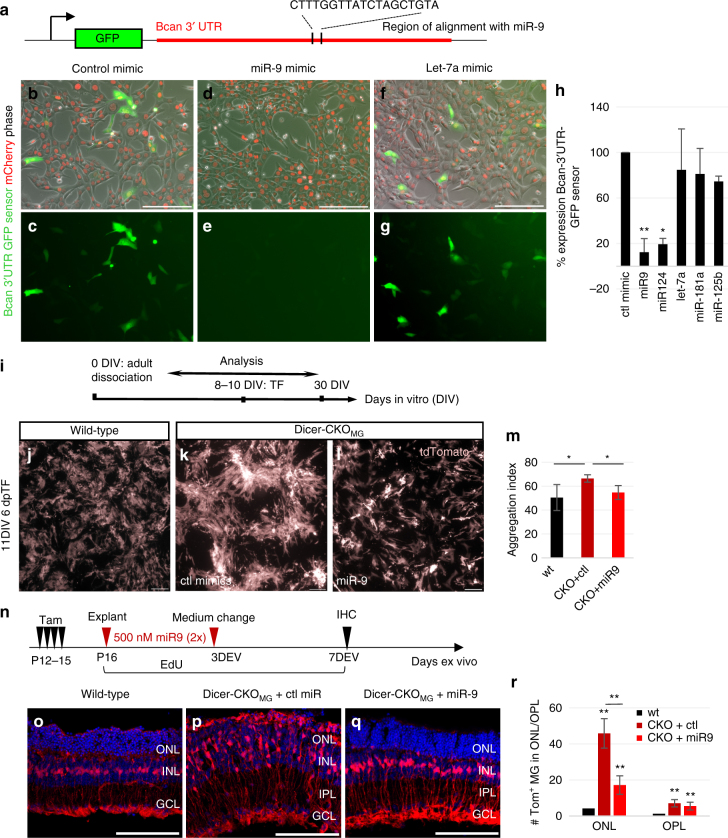
miR-9 targets Bcan and regulates Müller glial morphology. **a** Schematic of the *Bcan* 3′ UTR-GFP sensor. **b**–**g** Live images of 3T3 cells fibroblasts transfected with the *Bcan* 3′UTR sensor (plasmid) and mCherry mRNA transfection control with either control mimics or mimics for miR-9 or let-7a. **h** Quantification of the number of *Bcan* 3′UTR-GFP sensor^+^ 3T3 cells of the total number of transfected cells (*n*_ctl_ = 5, *n*_miR-9_ = 5, *n*_miR-124_ = 4, *n*_let-7a_ = 4 *n*_miR-181a_ = 2, and *n*_miR-125b-5p_ = 2 individual experiments for two wells per condition per experiment). **i** Cell culture and transfection (TF) scheme. **j**–**l** Live images of wt MG (**j**) and Dicer-CKO_MG_ cultures (**k**, **l**) treated with control or miR-9 mimics. **m** Quantification of the aggregation index of wt, and Dicer-CKO_MG_ either transfected with control miR or miR-9, *n* = 3 mice for each condition. This experiment was performed four times in the laboratory. **n** Experimental design explant cultures. **o**–**q** Immunofluorescent labeling with antibodies against tdTomato and DAPI nuclear staining of P16 wt (**o**), Dicer-CKO_MG_ with control mimics (**p**), and Dicer-CKO_MG_ explant cultures treated with miR-9 mimics (**q**), 7 days ex vivo (DEV). **r** Numbers of tdTomato^+^ MG per field in the ONL/OPL in wt (*n* = 3 mice) and Dicer-CKO_MG_ + control miR (*n* = 3 mice) and Dicer-CKO_MG_ explants treated with miR-9 mimics (*n* = 3 mice). This experiment was performed twice in the laboratory. Statistics: mean ± S.D., Shapiro–Wilk test for normality, for **h**, **r**: Mann–Whitney *U*-test, for **m**: Levene’s test for equality of variances and independent samples *t*-test (2-tailed) as well as Bonferroni–Holm correction for all tests, significant differences are indicated, *p < 0.05, **p < 0.01, ***p < 0.0001. Scale bars 100 μm. dpTF, days post transfection; ONL, INL, GCL as defined in Fig. 1 legend

We hypothesize that miR-9 normally targets *Bcan*, in wild-type MG, and that this regulation is lost in the Dicer-CKO_MG_ mice. To test this hypothesis and possibly rescue the Dicer-CKO_MG_ phenotype, we transfected adult Dicer-CKO tdTomato^+^ MG with mimics for miR-9 or control mimics. The miRNA mimics were transfected into the MG before the onset of the cell aggregations (6–10 DIV, depending on cell growth), and the MG were allowed to survive for another week (Fig. 6i). We found that miR-9 is able to prevent the formation of the large aggregates seen in MG from the Dicer-CKO_MG_ mice in vitro; miR-9-transfected Dicer-CKO_MG_ MG acquired an appearance more like the wild-type MG (Fig. 6j–l) and their aggregation was reduced to that of the wild-type MG (Fig. 6m; Supplementary Data 1). This effect of miR-9 on Dicer-CKO_MG_ MG was specific; we did not find the same effect for miR-181a or miR-125b-5p (Supplementary Fig. 7s–u).

We next tested whether miR-9 could prevent the glial migration that occurs in the Dicer-CKO_MG_ mouse retina (Fig. 6n). We treated Dicer-CKO_MG_ retinal explant cultures for 7 days with a mimic for miR-9. After miR-9 mimic treatment, most regions of the Dicer-CKO_MG_ explants were less disrupted and more similar to the wt (Fig. 6o–q). Quantification of the number of MG showed that miR-9-treated Dicer-CKO_MG_ explants had significantly less MG migration than the non-treated Dicer-CKO_MG_ explants (Fig. 6r; Supplementary Data 1).

Previous reports have shown that in late-stage retinal degeneration (e.g., retinitis pigmentosa), the MG hypertrophy and cells migrate to abnormal positions disrupting normal retinal architecture. We examined the retinas from a small number of patients with varying levels of retinal degeneration. Consistent with earlier reports^6, 43^, glial aggregations were present in the more severely degenerated retinas (Fig. 7a–c). The MG in the disorganized regions were immunoreactive for Brevican, while the MG in intact regions were not (Fig. 7d–m). Moreover, there was a significant increase of Brevican^+^GS^+^ co-localized pixels per area analyzed in the disturbed regions as compared to the intact regions (Fig. 7n; Supplementary Data 1); Thus establishing a correlation between an increase in this proteoglycan and the abnormal migration of MG in human retinal degeneration.

**Fig. 7:**
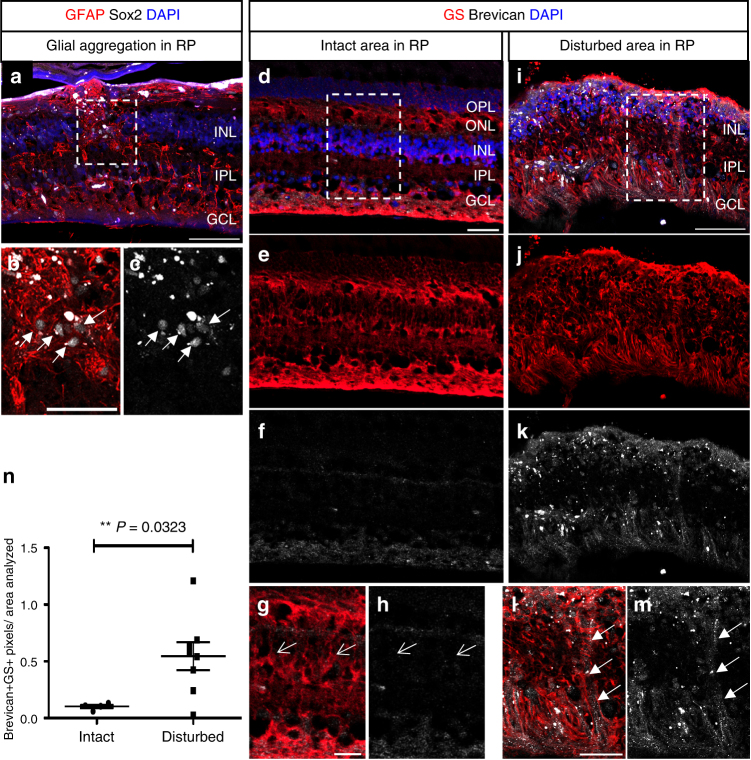
Brevican in MG of disorganized human retinitis pigmentosa retinas. **a**–**m** Immunofluorescence for Tomato, GFAP, and Sox2 (**a**–**c**) or glutamine synthetase (GS) and Brevican (**d**–**m**), as well as DAPI nuclear staining of retinal cross sections of retinitis pigmentosa patients. Glial aggregations (white arrows in **b**, **c**) found in the INL resemble to those found in the 6-month-old Dicer-CKO_MG_ retinas. MG in intact regions (arrows in **g**, **h**) were Brevican^–^ while glial aggregations found in disturbed regions (arrows in **l**, **m**) were Brevican^+^. **n** Brevican/GS immunoreactivity assessed in intact (*n* = 4) and disturbed (*n* = 8) retinitis pigmentosa samples showed a significant increase in Brevican protein level in the disturbed samples. Statistics: mean ± S.E.M., independent samples *t*-test and Levene’s test for equality of variances, 2-tailed, *p* = 0.0323. Scale bars in **a**, **i**: 100 μm, in **b**, **d**: 50 μm in **g**, **l**: 25 μm. ONL, OPL, INL, IPL, GCL, NFL as defined in Fig. 1 legend, RP retinitis pigmentosa

## Discussion

The importance of miRNAs for glial cell development is well-established, but less is known about miRNAs in the mature functions of these cells. We generated a conditional deletion of Dicer1 to determine the role of miRNAs in MG cells (Fig. 8). (1) We found that miRNA depletion in MG leads to disorganization of the normal retinal architecture due to MG migration and aggregation. (2) We found excessive neuronal cell death 6 months after deletion in the ONL accompanied by impairment of visual acuity. (3) RNA-Seq analysis showed, that in the Dicer-CKO_MG_, the gene for the chondroitin sulfate proteoglycan Brevican (*Bcan*) is highly upregulated; AAV-mediated overexpression of Brevican in wild-type MG induces a phenotype quite similar to the Dicer1 deletion in MG, while blocking antibodies to Brevican prevent aggregation formation in dissociated cell cultures of MG from Dicer-CKO_MG_ retinas. (4) One of the most highly expressed miRNAs in MG, miR-9, targets the 3′UTR of Brevican and treatment of Dicer-CKO_MG_ MG with miR-9 mimics can rescue some aspects of the Dicer1 deletion phenotype. (5) Brevican was increased in MG in disorganized regions of retinitis pigmentosa retinas, which also display MG aggregation. Our results demonstrate the importance of miRNAs in mature MG state and function and consequently the maintenance of retinal architecture.

**Fig. 8:**
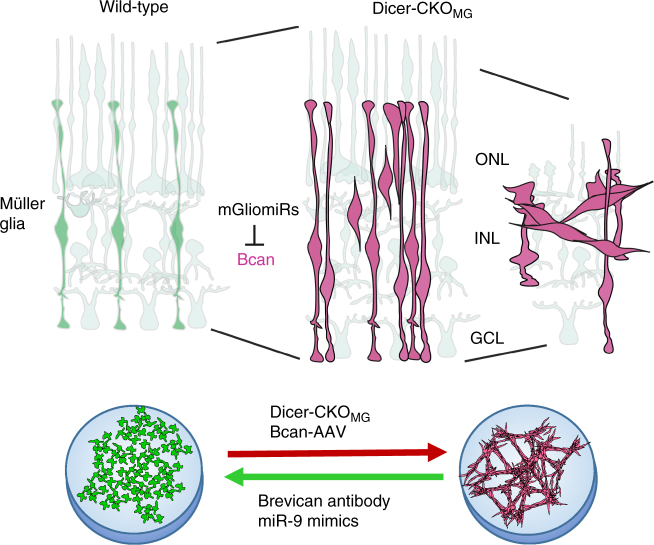
Suggested mechanism for microRNA regulation of Müller glia state. miRNA depletion in retinas and cultures of MG in the Dicer-CKO_MG_ mice leads to disorganization of the normal retinal architecture due to MG migration and aggregation, in vivo and in vitro. The gene upregulated the most in the Dicer-CKO_MG_ and responsible for MG migration and aggregation is *Bcan*, which encodes for the chondroitin sulfate proteoglycan Brevican. AAV-mediated overexpression of Brevican in wild-type MG also leads to MG migration and aggregation while blocking antibodies to Brevican prevent MG aggregation in dissociated MG cultures from Dicer-CKO_MG_ retinas. miR-9, one of the most highly expressed miRNAs in MG (mGliomiRs), targets the 3′UTR of Brevican and miR-9 mimics treatment of Dicer-CKO_MG_ MG can prevent MG aggregation and restore normal MG shape in vitro

The loss of Dicer1 and reduction in miRNAs in MG lead to a substantial change in these cells. In a related study, Dicer1 was deleted from retinal pigmented epithelial cells (RPE) and the results of that study reported increased numbers of Caspase3^+^ cells in the ONL, loss of pigmentation in the RPE, and increased levels of Pax6^44^ 1 month after Dicer1 deletion. Since the *Rlbp1CreER* mice we used in this study, Cre is also active in some RPE cells^45, 46^, we cannot rule out the possibility that the visual defects we observe could also be due to Dicer1 deletion in the RPE. One of the phenotypes we observed in the Dicer-CKO_MG_ mice was the degeneration of photoreceptors, and this was also reported after RPE-specific Dicer1 deletion; however, other aspects of the phenotype in the Dicer-CKO_MG_ mice, such as the migration of the MG and their aggregation, were not reported in the retinas of mice with an RPE Dicer1 deletion^44^. It is also unlikely that the tdTomato positive cells we find in ectopic locations in the neural retina are derived from the RPE, since all tdTomato^+^ cells within the retina were Sox2^+^, and this gene is not expressed in RPE cells. Moreover, we observe the same MG phenotype in vitro and ex vivo in the Dicer-CKO_MG_ or *Bcan*-AAV treatment in the absence of RPE, further confirming the phenotype we observed is due to changes in the MG.

Deletion of Dicer1 in MG leads to an increase in their number assessed by (1) cell counts from retinal sections (in vivo), (2) FACS-purified fractions of tdTomato^+^ cells, and (3) EdU^+^ MG in explant cultures. Increased numbers of astrocytes have been reported previously in a GFAP-Dicer1 CKO (P7)^23^. This suggests a similar mechanism in the regulation of glial proliferation by miRNAs in the central nervous system (CNS). A recent study showed that let-7 plays a role in MG proliferation in mouse^47^ and since let-7 also declines in the Dicer-CKO_MG_, this could be an explanation for the increase in proliferation we observe. However, by 6 months after Dicer1 deletion in the MG, their numbers have declined to below normal, and so any increase in proliferation that occurs cannot maintain their normal numbers in these mice.

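All 9 members of the let-7 family were detected in wild-type MG and all had lower normalized counts in Dicer-CKO_MG, with 7 falling at least 2-fold. let-7 miRNAs repress cell cycle genes and keep cells differentiated. let-7b had the largest decline, with 21.5% of its wild-type level remaining (95% counting interval 20.1 to 23.0%), followed by let-7e with 26.0% (22.7 to 29.6%), let-7d with 26.8% (24.9 to 28.7%), let-7i with 31.3% and let-7a with 33.3% (30.6 to 36.1%). let-7g kept 44.4% (42.2 to 46.8%) and let-7f 68.5%. miR-98 was at background in Dicer-CKO_MG, with at most 75.1% (54.5 to 102%) of a wild-type count of 119.8, a bound within counting error of equality. Summed over the family, the normalized count went from 55787 to 18926 and so fell by 66.1%. The family's median log2 ratio of -1.59 lay at percentile 43.4 of random lists of the same size and expression. These lists could hold let-7 members, so the percentile compares the family in part with itself. Whether let-7 declined as much as other miRNAs of its level is therefore not settled. Members of the family differ by few bases and their probes can read each other in part, so differences between members are less certain than the decline of the family. With positive controls only, every member remained lower, from -96.0% for let-7b to -87.4% for let-7f among those measured in both libraries. Scaled to the sum of detected miRNAs, 1 of the 9 remained lower and the median log2 ratio was 0.44.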

MG were displaced from their normal position in the retinas of Dicer-CKO_MG_ mice. Migratory behavior somewhat like that in the Dicer-CKO_MG_ was observed in some non-mammalian species after injury, when the MG re-entered the mitotic cell cycle prior to regeneration^48, 49^. This behavior was also observed in mouse retina when mutations in cell cycle inhibitor genes led to overproliferation phenotypes^50^. In addition, long-term damage to the retina, such as that observed in slow retinal degenerative diseases, typically leads to migration of the MG from their normal positions, as the retinal structure becomes increasingly disorganized. Is the maintenance of glial position and repression of their migration dependent on miRNAs? Interestingly, an abnormal location of astrocytes has been reported in the P7 GFAP-Dicer1 CKO in astrocytes^23^ and in Bergmann glia^51^, consistent with our results in MG, but underlying mechanisms remained elusive.

One of the genes that increased the most in the Dicer-CKO_MG_ was Brevican^52^, also known as BEHAB (brain-enriched hyaluronan-binding protein)^29^. It is specifically expressed in the CNS^29, 53–55^ and along with other CSPGs, such as versican or neurocan, creates perineuronal nets^56^ to stabilize synapses in mature neural networks^52, 57, 58^. Interestingly, Brevican is particularly abundant in proliferating and migrating astrocytes in development, metastatic glioblastoma, and reactive gliosis^59–61^. Previous Dicer1 deletion in developing astrocytes did not report increases in Brevican expression. One possible reason for this difference in Brevican expression between these two types of glia could be miR-9. Even though miR-9 has been reported to be expressed by other glial types in the nervous system, including young astrocytes^23^, the levels in the MG are considerably higher than those in mature astrocytes. Thus, it is possible that Brevican and miR-9 are involved in the different responses to injury observed between MG and astrocytes.

Since not much is known about Brevican, it is possible that Brevican not only causes MG aggregation but also a loss in cell polarity of the MG. One of the first features of the Dicer1 deletion in the MG is a disruption in the OLM. The loss in junctional complexes at the apical side of the cells may lead to an epithelial–mesenchymal transition and cause the cells to migrate through the retina. Another interesting feature of the loss of Dicer1 in the MG is the increase in retinal thickness. Interestingly, a similar stretching phenomenon has been reported when MG are ablated and the authors propose that MG act like springs to hold the tissue together and ensure the tensile strength of the retina^4^. Perhaps the Dicer1-depleted MG lose their tensile strength along with their polarity. Moreover, after long survival periods post-Dicer1 deletion, there was significant thinning of the ONL and severe retinal disorganization, reminiscent of previous studies using MG ablation^3, 62^. The phenotype we observed after Dicer1 deletion thus raises a number of interesting questions of the role of miRNAs in MG cell biology in conjunction with progressive retinal degenerative disease including neuronal and vascular pathologies that will require further investigation.

Taken together, our data show that Dicer1 and miRNAs are important to maintain MG in their normal position in the retina, and to support normal retinal architecture and function. Loss of miRNAs in the MG after Dicer1 deletion led to a small increase in mRNA levels of many genes, while a few genes showed large increases in their expression levels. The increase in the level of *Bcan*/Brevican expression in the Dicer-CKO_MG_ led to changes in their aggregation behavior in vivo, ex vivo, and in vitro and potentially an increased migratory behavior in vivo. Thus, normal levels of miRNAs, in particular of miR-9, are clearly important for the maintenance of the stable MG state, and raise the possibility that changes in miRNAs might be related to the remodeling of retinal structure, and that occurs in long-term retinal degenerative diseases. Therefore applications of miRNAs could help to overcome the limitations of current attempts to restore retinal function by transplantation, gene therapy, or prosthetic devices to treat long-term retinal degenerative diseases.

## Methods

### Animals

All mice were housed at the University of Washington, Department of Comparative Medicine and procedures were approved by the University of Washington Institutional Animal Care and Use Committee (UW-IACUC). *Rlbp1CreERT2* mice were crossed to *R26*-*stop*-*flox*-*CAG-tdTomato* mice (Jackson Labs, also known as Ai14; 129SvJ background) and will be henceforth referred to as *Rlbp1CreER*: *stop* ^*f/f*^ *-tdTomato* or wt. For the Dicer1 conditional knockout, *Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* mice were crossed to *Dicer* ^*f/f*^ mice (Jackson Labs; 129SvJ background), *Dicer* ^*f/f*^: *Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* are referred to as the conditional knockout (Dicer-CKO_MG_, CKO). Littermates that were heterozygous for the floxed Dicer1 allele were also used for tissue analysis, and showed no difference with the wild-type phenotype. For the progenitor reporter mouse, *stop* ^*f/f*^ *-tdTomato* mice were crossed to *Sox2CreER* mice (Jackson Labs). For lineage, trace the *Nrl-GFP*: *Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* mouse was used as reported before^32^. Tamoxifen (Sigma, St. Louis, MO) was administered intraperitoneally at 75 mg kg^−1^ in corn oil at P11–14 or P56–59 to initiate the recombination of the floxed alleles. The thymidine analog 5-ethynyl-2′deoxyuridine (EdU, Invitrogen, 1 μM) was injected daily up to 3 weeks to detect MG proliferation. For all individual experiments, a sample size of at least three mice per condition were chosen to ensure adequate power to detect a pre-specified effect size. No animals were excluded. Both, males and females were used. All mice were randomly assigned to treatment groups/ experiments. Age of Tamoxifen administration and subsequent analysis as detailed in the text.

### Fluorescence-activated cell sorting

Prior to FACS, all retinas were checked for successful recombination under the fluorescence microscope. For each sort, 6–10 retinas were pooled and dissociated in DNase/Papain (75 µl/750 µl respectively, Worthington) for 20 min at 37 °C on the shaker, triturated, mixed with Ovomucoid (750 µl), centrifuged for 10 min at 300×*g* and resuspended in 800 µl Dnase/Ovomucoid/Neurobasal solution (1:1:10 respectively, Gibco) per retina. Before sorting, cells were filtered through a 35 µm filter and sorted using an 85 micron nozzle and collected into two separate chilled tubes, one for the tdTomato^+^ MG and one for the tdTomato^–^ neurons. Debris was excluded from the sort and only all events in gate P1 were sorted (Supplementary Fig. 5a, e, j). Cells with the brightest fluorescence were found in gate P3 (“positives”, MG fraction), cells with no fluorescence in gate P2 (“negatives”, neuronal fraction, Supplementary Fig. 5b, f, k), everything in between was excluded. Samples were collected in FBS-coated tubes containing neurobasal medium. After collection, the tdTomato^+^ MG fraction (P3) and the tdTomato^–^ fraction (P2) were post-sorted to validate purity. Cell sorts were performed using BD Aria III cell sorter (BD Bioscience). After collection, the tdTomato^+^ MG fraction and the tdTomato^–^ fraction were post-sorted to validate purity. In addition, one drop of each condition was plated on a coverslip and evaluated for purity. All other cells were spun for 10 min at 300×*g* at 4 °C, the pellet was homogenized in Qiazol and stored at −80 °C (Qiagen).

### Plasmids and viral production

*Bcan*-AAV construct was obtained from Dr M.C. van den Oever, University of Amsterdam^63^, the GFP-AAV control construct serotype 2/1 was purchased from Addgene and packaged into adenoviral vectors using the helper plasmid pDP1rs (1 mg ml^−1^, Plasmid Factory; Bielefeld, Germany). The AAV and helper plasmids were transfected into HEK cells with CaCl_2_ and the media harvested after 3 days. Virus was concentrated by ultracentrifugation for 90 min at 25,000×*g* at 4 °C. The concentrated virus was resuspended in media and either used directly for retinal infection or frozen in aliquots for later use. The 3′UTR *Bcan* short version sensor was synthesized by Genecopoeia (Rockville, MD, USA), and was used for DNA transfection as described below.

### Müller glia co-culture

In order to culture adult MG, we established a co-culture method using MG from postnatal day (P) 11/12 mice. For the “feeder layer”, MG were dissociated (see above) and grown in neurobasal medium with N2 supplement, tetracycline-free 10% fetal bovine serum (FBS, Clontech), and epidermal growth factor (EGF, R&D Systems, 100 ng ml^−1^). After 6–7 DIV, cells were passaged and 1 day later used as a feeder layer for adult FAC-sorted glia or adult glia. MG co-cultures were either maintained in 6-well plates or on Poly-d-lysine (PDL) and Matrigel (Corning) covered coverslips in 24-well plates. EdU (10 µg ml^−1^, Invitrogen) was added to track cell proliferation. Cultures which did not show appropriate cell growth were excluded from further procedures.

### Antibody treatment and transfection

*Antibody treatment*: After 8–12 days in vitro, we treated cultures of MG from *Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* or *Dicer* ^*f/f*^ *: Rlbp1CreER: stop* ^*f/f*^ *-tdTomato* mice with either rabbit anti-Brevican antibodies (40 µg ml^−1^, Supplementary Table 3) or control rabbit anti IgGs (40 μg ml^−1^) in normal medium for 4 consecutive days.

*MG transfection*: We used miRNA mimics (Supplementary Table 4, Thermo Scientific; 500 nM each) for RNA transfection. MG cultures from Dicer-CKO_MG_ and wild-type mice were transfected using Lipofectamine 3000 in Optimem medium, in accordance with manufacturer’s instructions. About 3 h after transfection, the media was changed to normal medium (10% FBS with EGF and EdU).

### 3T3 fibroblast cultures and transfection

3T3 fibroblast were purchased from ATCC and grown in DMEM medium with tetracycline-free 10% FBS (Clontech). For transfection we used the *Bcan* 3′UTR plasmid or miR-9 GFP sensors (1 mg ml^−1^) along with miRNA mimics (Thermo Scientific; 500 nM each, Supplementary Table 4) and in combination with mCherry RNA. To generate mRNA for transfection, we used the pSLU plasmid^64^ and the Ambion mMessage mMachine (AM1345; Ambion) according to manufacturer’s instructions.

### Explant culture

After killing, the retinas from P15-P22 old mice were isolated in cold HBSS, mounted on a 0.4 µm pore tissue culture filter insert and cultured, with one retina/well of a 6-well plate for 1 week in DMEM medium with N2 (Insulin, Transferrin, Progesterone, Putrescine, Selenite), 1 % dialyzed FBS, 4-hydroxytamoxifen (4-OHT; 1:6000, Sigma), and EdU (10 µg ml^−1^, Invitrogen) at the gas–liquid interface^65^. miRNA mimics (500 nM) were added directly to the medium. AAV viral particles (AAV-GFP serotype, 2:1; or AAV-*Bcan*) were applied on top of the explant. Explants which showed substantial cell death due to the culture procedures were excluded from evaluation.

### Immunofluorescent labeling

Eyes or explants from mice were fixed in 4% paraformaldehyde (PFA) for 30–60 min, treated with 30% sucrose in PBS overnight, embedded in O.C.T. embedding medium and cross sectioned in 12 μm thick sections. MG co-cultures were fixed with 2% PFA. Human retinal sections of retinitis pigmentosa patients were obtained without identifiers from Dr. Ann Milam (University of Washington)^66^. For immunofluorescent staining, cells were incubated in blocking solution (5% milk block: 2.5 g nonfat milk powder in 50 ml PBS; with 0.5% Triton-X100) for 1 h at RT. Primary antibodies (Supplementary Table 3) were incubated in 5% milk block overnight, secondary antibodies (Invitrogen/Molecular Probes and Jackson ImmunoResearch, 1:500–1000) for 1 h at RT and counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma, 1:1000). EdU labeling was carried out using Click-iT EdU Kit (Invitrogen).

### NanoString and reverse transcriptase quantitative PCR

The sorts of 26–40 retinas were pooled for the RNA purification. RNA was extracted and purified with a miRNeasy Micro Kit in accordance with manufacturer’s instructions (Qiagen). RT-qPCR was performed using SsoFast EvaGreen Supermix (Bio-Rad) on a Bio-Rad Thermocycler. For mRNA analysis, complimentary DNA (cDNA) was synthetized using the iScript cDNA Synthesis Kit (Bio-Rad). Primers are shown in Supplementary Table 5. For miRNA RT-qPCR, cDNA stem-loop RT primers were used to produce cDNA for specific miRNAs^67, 68^. Primers are shown in Supplementary Table 6. RT-qPCR was performed using SsoFast EvaGreen Supermix (Bio-Rad) on a Bio-Rad Thermocycler. Reactions were run in triplicates or duplicates for RT or –RT samples. Values were normalized to 5sRNA and/or β-actin. Delta delta C_t_ between Dicer-CKO_MG_ and wt were calculated and were expressed together with the standard deviation (S.D.). NanoString nCounter was used for miRNA expression analysis. About 200 ng total RNA per sample (33 ng μl^−1^) was submitted for NanoString analysis, performed at Fred Hutchinson Cancer Center in Seattle, WA, USA. NanoString data was analyzed using nSolver 2.6 software. 

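The housekeeping genes set the scale of the comparison, because the positive-control factor cancels in the ratio of the libraries once both steps are applied. Raw counts of all 4 housekeeping mRNAs were lower in Dicer-CKO_MG than in wild-type MG. Actb, which encodes beta-actin, had a raw count of 1939 against 7024, Gapdh, a glycolytic enzyme, 161 against 730, the ribosomal protein gene Rpl19 179 against 681, and B2m, the light chain of MHC class I, 134 against 375. The most abundant positive control, in contrast, had a raw count of 40140 in Dicer-CKO_MG and 31909 in wild-type, and the ligation control of highest abundance 15943 against 12831. After both steps each background-subtracted count was multiplied by 2.74 in the Dicer-CKO_MG library and by 0.716 in the wild-type library. The ratio of the Dicer-CKO_MG to the wild-type factor was 5.43 times the ratio that the positive controls alone give, a shift of 2.44 on the log2 scale for every miRNA. The 3 spike-in probes lay at background in both libraries, with raw counts of 7 to 11 in Dicer-CKO_MG and 13 to 16 in wild-type, and gave no scale. The counts computed this way were 1.14 times the authors' deposited normalized counts in both libraries (median over mouse probes detected in both). Percent changes of the 23 highest miRNAs differed from those of the deposited values by at most 0.043 percentage points.

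**Figure D3:**
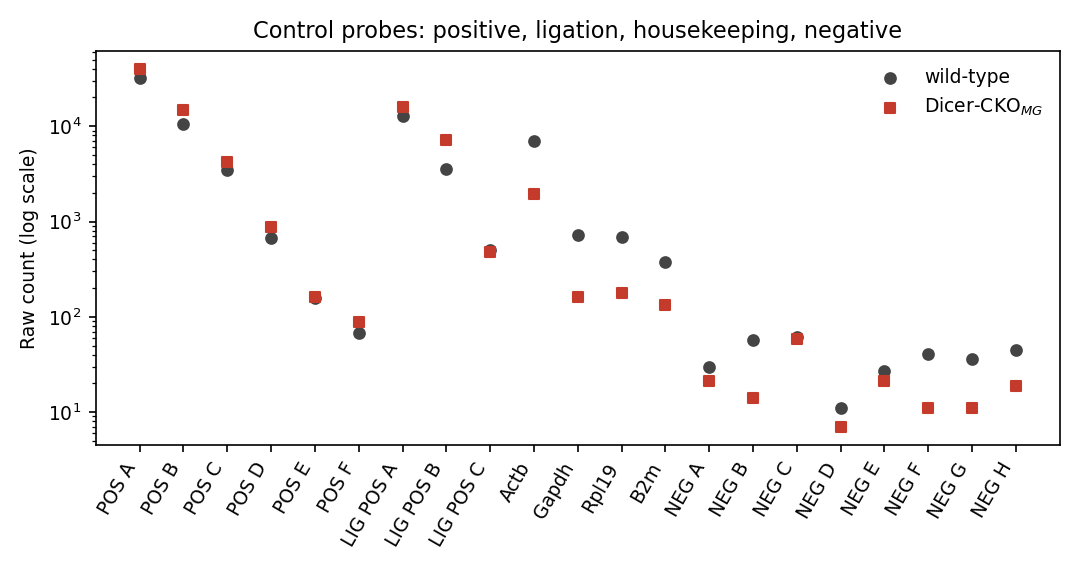
Raw counts (log axis) of the 6 positive controls, the 3 positive ligation controls, the 4 housekeeping genes and the 8 negative controls in the wild-type library (circles) and the Dicer-CKO_MG library (squares), 1 library each. Actb, Gapdh, Rpl19 and B2m sit lower in Dicer-CKO_MG (Actb 1939 against 7024), and the most abundant positive control sits higher (40140 against 31909).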

The data represent counts of molecules normalized against four housekeeping genes (β-actin, *GAPDH*, *Rpl19*, and *B2m*), eight negative controls, and six positive controls that were run with the samples.

### RNA sequencing

For RNA-Seq 500 ng per sample (50 ng μl^−1^) was sequenced on an Illumina HiSeq and reads that passed Illumina’s base call quality filter were mapped to mm10 using TopHat v2.0.12. To generate counts for each gene using htSeq-count v0.6.1p1, in “intersection-strict” overlap mode, genes with zero counts across all samples were removed, and data normalized using edgeR v3.12.0. Further analysis was done using Bioconductor and R (version 3.2.3).

### Analysis of miRNA targets and alignments

miRBase (www.mirbase.org) was used to get the miRNA sequences, Serial Cloner 2.6 was used to find alignments. For target gene prediction miRNAs, we used the databases from miRWalk 2.0, a comprehensive atlas of predicted and validated miRNA–target interactions that combines the leading prediction databases (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2/custom.html). We further used the University of California Santa Cruz (UCSC) genome bioinformatics browser (http://genome.ucsc.edu) to analyze miRNA binding sites using CLEAR-Clip data provided by Dr M. Moore (Rockefeller University)^42^.

### Microscopy and statistical analysis

Live imaging was performed using Zeiss Observer D1 with Axio-Cam. Fixed cells were analyzed by Olympus FV1000 or Zeiss LSM 880 confocal microscope. For cell cultures, six random fields per coverslip, at ×200 magnification were counted for every condition. For retinal cross sections, 2 areas per section with 625 × 625 μm dimension at ×200 magnification, four optical sections of 2 μm thickness, for five sections per mouse, of at least eight Dicer-CKO_MG_ mice, six wild-type mice, and six Dicer1 heterozygous (hets) were counted. The exact *n* is given in the particular figure legend. For the INL measurements, areas with 200 × 200 μm dimension at ×600 magnification, four optical sections of 2 μm thickness were analyzed. For cell cultures, live images were taken at ×100 magnification and at least six images of at least three individual Dicer-CKO_MG_ or wild-type mice were counted or analyzed by ImageJ. Values are expressed as mean ± S.D. Statistical analyses were performed by Shapiro–Wilk test for normality. In case of no proof of normal distribution, the Mann–Whitney *U*-test was performed, in case of normal distribution, Levene’s test for equality of variances and independent samples *t*-test, 2-tailed were performed using IBM SPSS Statistics 19 program. The Holm–Bonferroni method was used to correct for multiple comparisons. Cell counts were performed on samples containing the mouse number but no phenotype identifier.

### Visual acuity testing

Visual acuity was tested by the Optomotry system^37^. Briefly, freely moving mice were exposed to moving gratings of various spatial frequencies (cycle per degree) at full contrast using the simple staircase method. Parameters: contrast 100%, drift speed 012.0 d s^−1^, temporary frequency 03.8 Hz, screen width 40.6 cm, screen distance 23.5 cm, max. frequency 0.75 cycle per degree, angle 81.6°, radius 46.9 cm. Mice were tested 2, 3, 5, 12, and 15 weeks after Dicer1 deletion and corresponding controls, *n* ≥ 3, with two measurements per time point for the Dicer-CKO_MG_ mice, one measurement per time point for wt mice. For wt measurements, a different group of mice were analyzed at the particular time point to confirm baseline of 0.4 cycles per degrees and to increase the number of biological replicates (visual acuity does not change starting at P25)^37^. For the Dicer-CKO_MG_ mice, one group of 5 mice were tested 2, 3, and 5 weeks after Dicer1 deletion, and another group of 3 mice were tested 12, 5, and 26 weeks of Dicer1 deletion. Visual acuity testing was approved by IACUC, protocol number 2448-08.

### Analysis of MG aggregation

All tissues that were directly compared were stained in a single batch and live imaging or confocal settings were identical for each captured image. To quantify the degree of aggregation of the MG in dissociated cultures, we quantified the inverse of the area of the plate covered by the cells using ImageJ (NIH, Bethesda). Images were converted to 8-bit, contrast enhanced by CLAHE, and converted to a binary image by applying an identical threshold to all images. Aggregates in the binary images were then quantified using the “Analyze Particles” tool. To assess the fluorescent intensity of Brevican immunoreactivity in the explants, the mean gray value within tissue sections of the same field used to analyze the rescue of MG migration were analyzed using ImageJ (NIH, Bethesda). To assess co-localization of the Brevican signal within the MG, images were analyzed in ImageJ (NIH, Bethesda). Single plain images of retinal sections collected from individuals with retinal disease were used to determine if Brevican was expressed in areas of retinal disruption compared to relatively intact regions of the same retinas. Sections were stained with Brevican and GS. A region of interest was drawn around the retina using the “Polygon selections” tool and the area of this analyzed region was recorded. Images were then converted to 8-bit and the gray value of each pixel in the GS and Brevican channel was compared on a scatter plot to assess co-localized pixels. Any pixel having gray values >25 in both channels were considered co-localized and counted. Graphs were generated showing the number of co-localized pixels normalized to the area analyzed. All analysis was performed by a lab member blinded to the conditions.

### Data availability

Nanostrings and mRNA-Seq data have been deposited in GEO (PRJNA400179 GSE103098) and the SRA (NCBI, SRP115835) respectively.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Müller glial microRNAs are required for the maintenance of glial homeostasis and retinal architecture
**Source:** Nat Commun. 2017 Nov 17;8:1603. doi: 10.1038/s41467-017-01624-y
**Supplement:** Supplementary file 1 — Supplementary Information

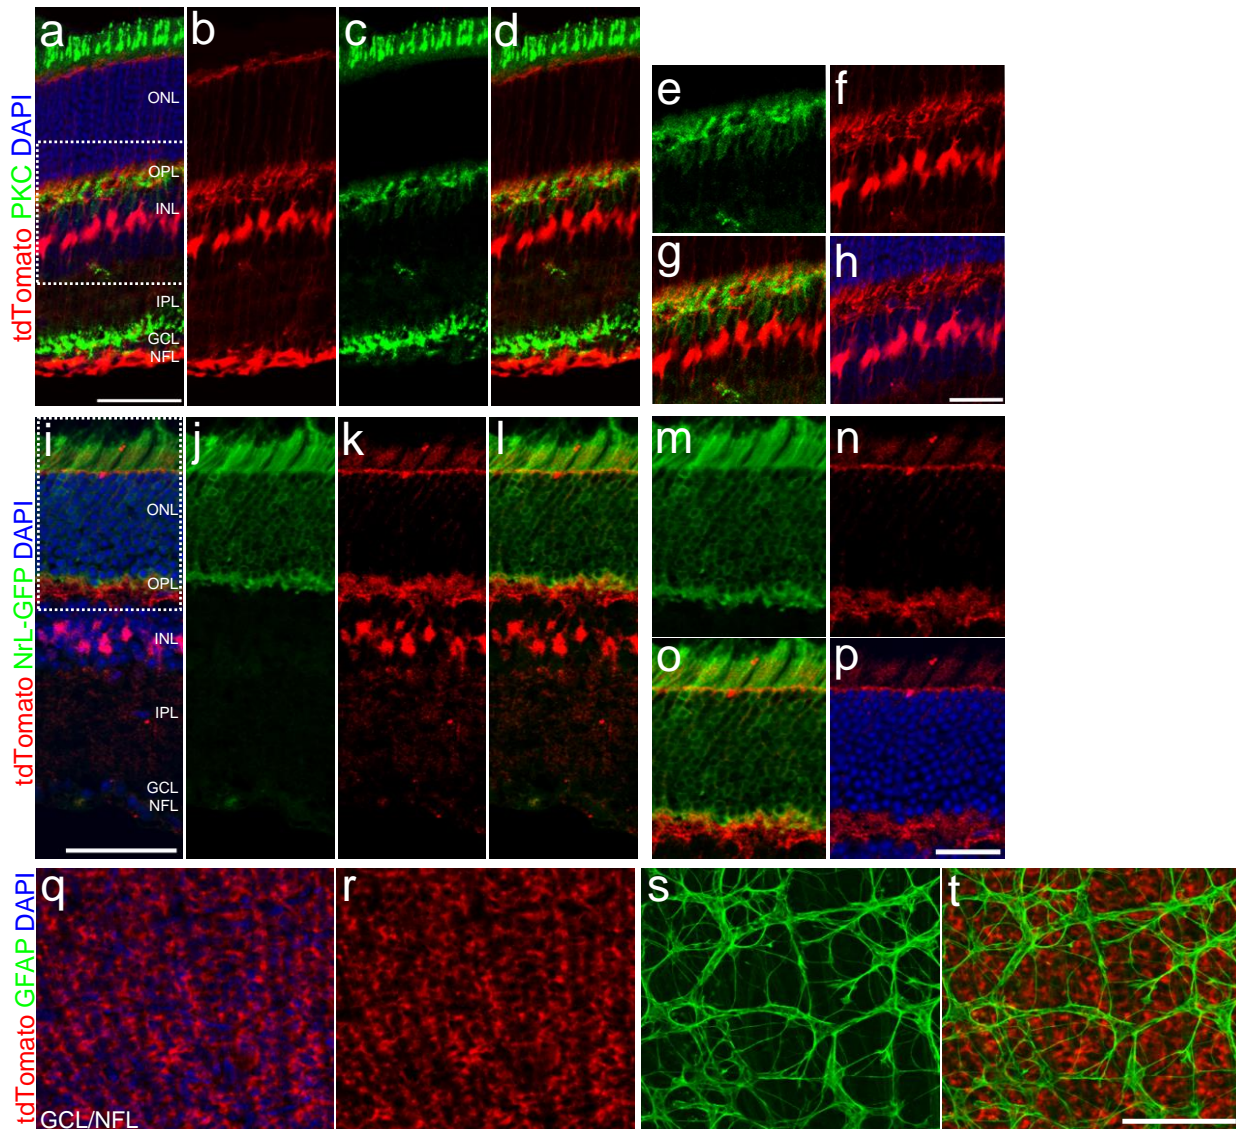

Supplementary Figure 1. Rlbp1:CreER:tdTomato drives reporter expression in Müller glia, not in astrocytes or neurons

Immunofluorescence for tdTomato and the bipolar cell marker PKC (a-h), GFP to label *Nrl* expressing photoreceptors (i-p), or the astrocyte marker GFAP (q-t) as well as DAPI nuclear staining in an adult wt mouse which received Tamoxifen at postnatal day (P) 11-14 in retinal cross sections (a-p) or flat mount retina (q-t). Scale bars in a, i, t: 50 μ m, in h and p: 25 μ m. MG: Müller glia, wt: wild type, ONL: outer nuclear layer, OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer, GCL: ganglion cell layer, NFL: nerve fiber layer.

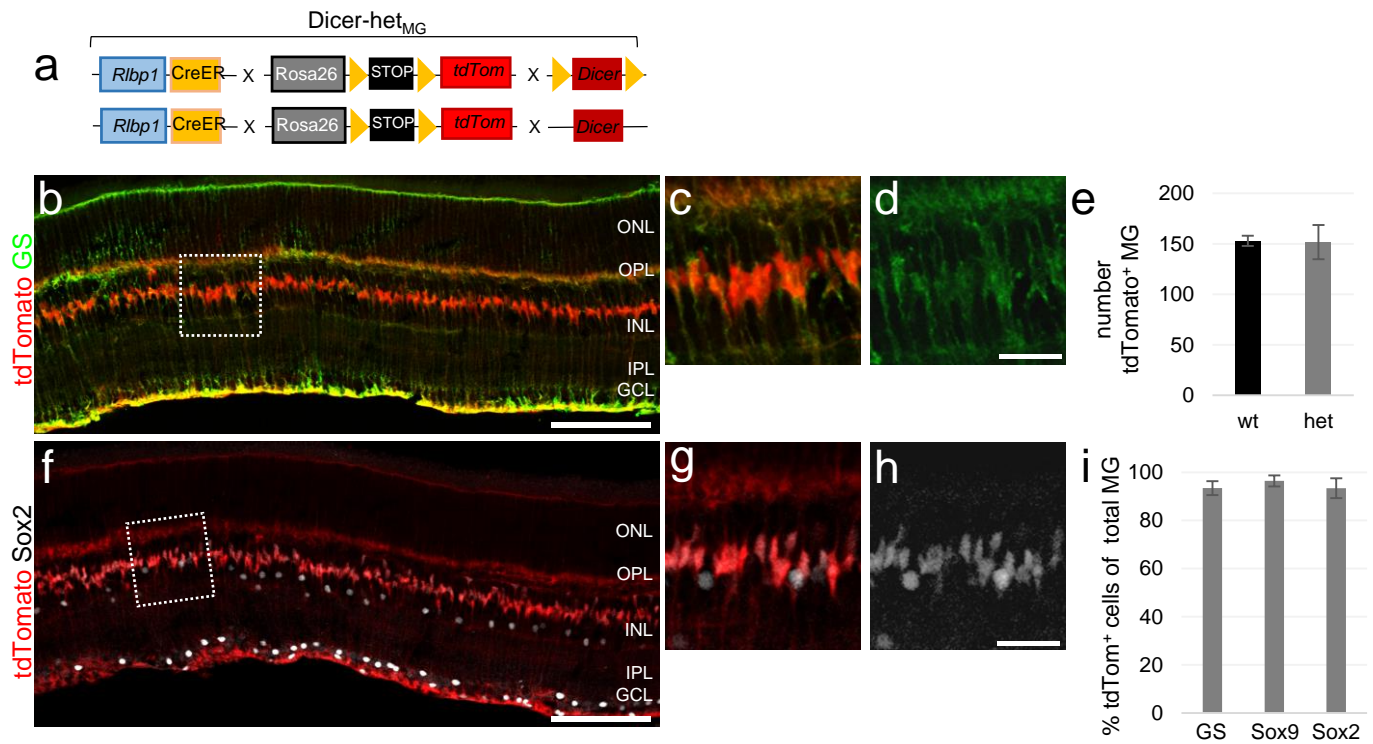

Supplementary Figure 2. Dicer heterozygous mice are not different from wild type mice

a: Schematic of the Dicer1-heterozygous genotype: *Dicer*^{f/f}; *R1bp1**CreER*; *stop*^{f/f}-*tdTomato* genotype (Dicer-het_{MG}). **b-d, f-h:** Immunofluorescence for tdTomato, Glutamine Synthetase (GS), Sox2, and DAPI nuclear staining of Dicer-het_{MG} retinal cross sections. **e:** Absolute numbers of tdTomato⁺ MG per field in wild type (wt, n = 5) and Dicer-het_{MG} retinas (n = 5). **i:** Percentage of tdTomato⁺ MG of total GS, Sox9, or Sox2⁺ MG in Dicer-het_{MG} retinas. Statistics: mean ± S.D., Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, p (e) = 0.885. Scale bars in b, f: 100 μm, in d, h: 25 μm. MG: Müller glia, wt: wild type, ONL: outer nuclear layer, OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer, GCL: ganglion cell layer.

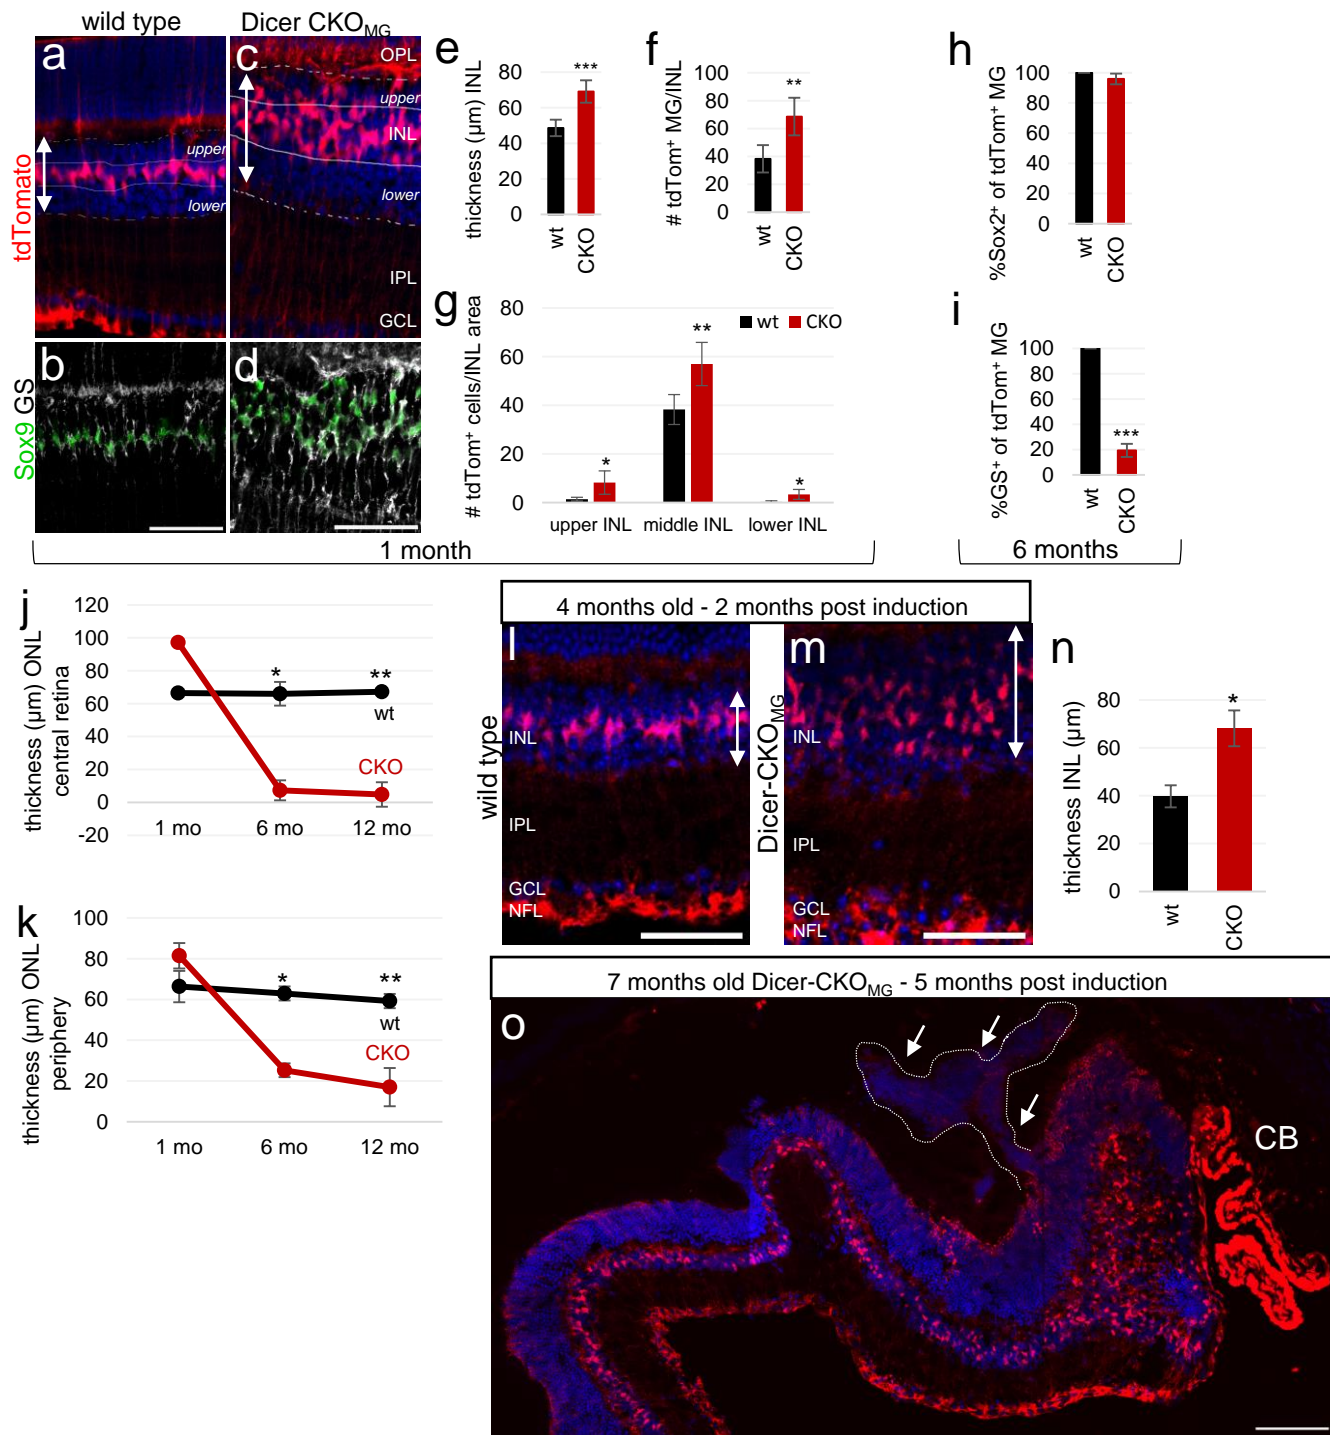

Supplementary Figure 3. Loss of Dicer1 in Müller glia leads to expansion of the INL after deletion in juvenile or adult mice

a-d: Immunofluorescence for tdTomato, Sox9, Glutamine Synthetase (GS), and DAPI in wt (a, b) and Dicer-CKO_{MG} (c, d). Thin lines mark and divide the INL into an upper, middle, and lower part. **e:** INL thickness measured in wt (n = 6) and Dicer-CKO_{MG} retinas one month after deletion (n = 8). **f:** Number of tdTomato⁺ cells per field in the INL of wt (n = 6) and Dicer-CKO_{MG} retinas (n = 6). **g:** Number of tdTomato⁺ MG per field found in the upper, middle, and lower INL in the wt (n = 6) and Dicer-CKO_{MG} (n = 6). **h:** Percentage of tdTomato⁺ Sox2⁺ glia of all tdTomato⁺ cells 6 months after Dicer deletion (wt n = 3, CKO n = 4). **i:** Percentage of tdTomato⁺ GS⁺ glia of all tdTomato⁺ cells 6 months after Dicer deletion (wt n = 3, CKO n = 4). **j-k:** Thickness of the ONL in the central (j) and peripheral retina (k) 1, 6, and 12 months after Dicer deletion in the wild type (wt_{1mo} n = 3, wt_{6mo} n = 4, wt_{12mo} n = 3) and Dicer-CKO_{MG} (CKO_{1mo} n = 4, CKO_{6mo} n = 4, CKO_{12mo} n = 7). **l-m, o:** Immunofluorescence for tdTomato (endogenous unlabeled) and DAPI nuclear labeling of Dicer-CKO_{MG} mice in which Dicer was deleted at postnatal day (P) 56-59 (2 months of age), 2 months after deletion (l-m) or 6 months after deletion (o). **n:** thickness of the INL in wt (n = 3) and Dicer-CKO_{MG} mice (n = 3) 2 months after Dicer deletion. Statistics: mean ± SD, Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, significant differences are indicated, **: p < 0.01, ***: p < 0.0001. Scale bars in b, d, l, m: 50 μm, in o: 100 μm.

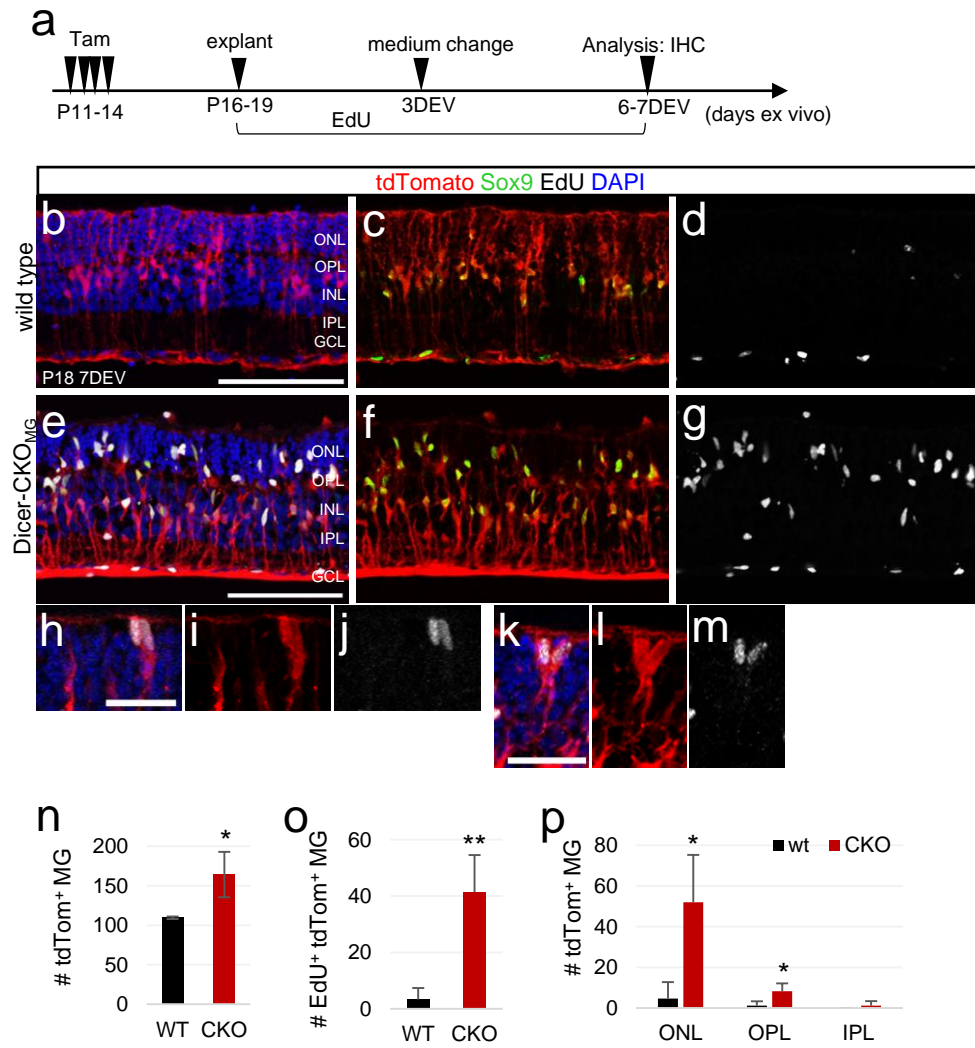

Supplementary Figure 4. Proliferation assessment in Dicer-CKO_{MG} explant cultures

a: Experimental design. **b-m:** Immunofluorescence for tdTomato and Sox9, EdU and DAPI nuclear labeling of P18 wt (**b-d**) and P18 Dicer-CKO_{MG} explant cultures after 7 days *ex vivo* (DEV, **e-g**). MG migrate and divide in the ONL (**h-m**). **n:** Number of tdTomato⁺ MG per field in wt (*n* = 3) and Dicer-CKO_{MG} explants (*n* = 5). **o:** Number of tdTomato⁺ MG per field in the ONL, OPL, and IPL in wt (*n* = 3) and Dicer-CKO_{MG} explants (*n* = 5). **p:** Number of EdU⁺ tdTomato⁺ MG per field in wt (*n* = 3) and Dicer-CKO_{MG} explants (*n* = 5). Statistics: mean ± S.D., Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, significant differences are indicated, *: *p* < 0.05, **: *p* < 0.01. Scale bars in **b**, **e**: 100 μm, in **h**, **k**: 25 μm. MG: Müller glia, wt: wild type, ONL: outer nuclear layer, OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer, GCL: ganglion cell layer.

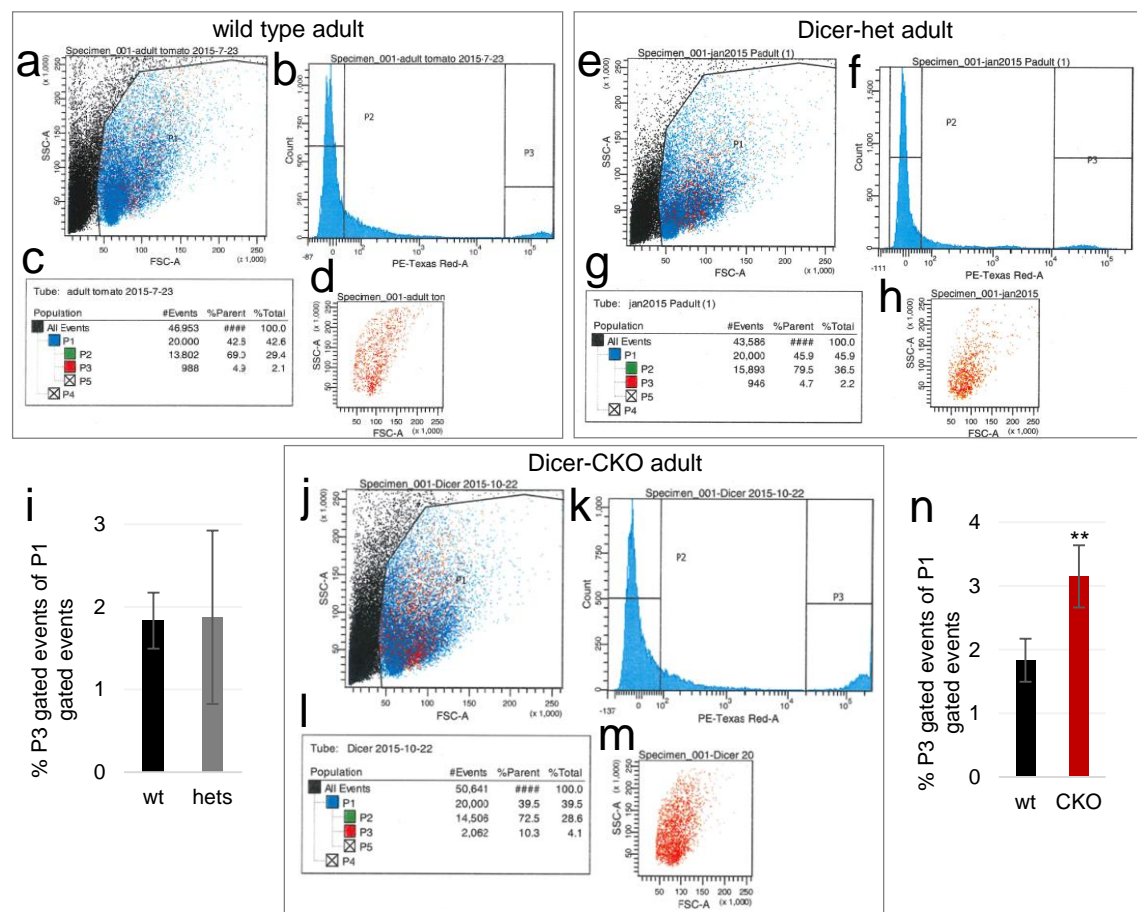

sample	# sorts	# retinae	# cells in suspension "positives"	postsort purity "positives"	% of total P1 events	% of total events	# cells in suspension "negatives"	postsort purity "negatives"
wild type	6	40	4444839	96%	5%	1.8%	56.5 Mio	0%
Dicer CKO	6	28	5317438	94%	9%	3.3%	34.3 Mio	0%
Dicer het	3	26	2729509	95%	5%	2.2%	20.3 Mio	0%

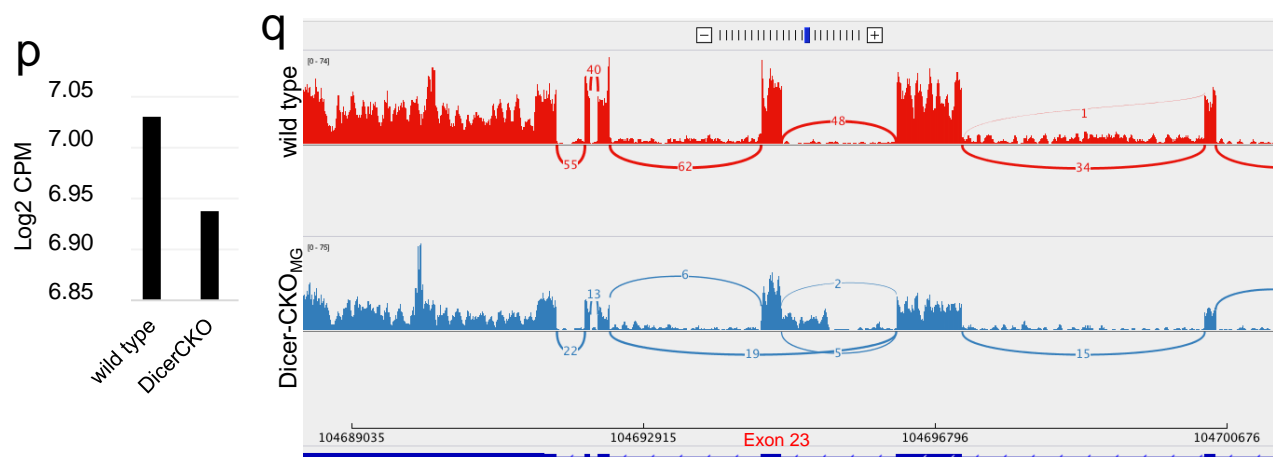

Supplementary Figure 5. Fluorescence-activated cell sorting of Müller glia and assessment of Dicer deletion using RNA-Seq

a-h, j-m: Gating for FACS and proportions of sorted cells. All cells in gate P1 (blue dots) have been sorted based on their size (forward scattered, FSC) and fluorescence/ granularity (side scattered, SSC) for wild type (a-d), Dicer-hets (e-h), and Dicer-CKO (j-m). Very small cells and debris (black dots) have been excluded (a, e, j). tdTomato⁺ cells were found in gate P3 (brightest fluorescence), while the vast majority of tdTomato⁻ cells were found in gate P2 (no fluorescence, b, f, k). The percentage of the P2 and P3 events of either P1 or total events or are shown in c-d, g-h, and l-m shows the fraction of the sorted tdTomato⁺ cells in the SSC and FSC-A scheme. **i:** Percentages of the P3 gated MG fraction of all P1 events, obtained from wild type (n = 6) and Dicer-het_{MG} retinae (n = 4) during fluorescence activated cell sorting (FACS). **n:** Percentages of the P3 gated MG fraction of all P1 events, from wt (n = 6) and Dicer-CKO_{MG} retinae (n = 6) from FACS. **o:** FACS data, input and purity. **p:** schematic of the Log2 of counts per million (CPM) of the overall reads in the whole Dicer gene in the wt and Dicer-CKO_{MG}. **q:** Sashimi plot of the region around exon 23 which is deleted in the Dicer-CKO¹. In the Dicer-CKO_{MG}, 19 out of 32 reads skip exon 23 showing a 60% deletion. Statistics: mean ± S.D., Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, significant differences are indicated, ***: p < 0.0001.

a GO: Biological Process

system development
multicellular organism development
single-multicellular organism process
anatomical structure development
single-organism developmental process
developmental process
multicellular organismal process
regulation of synaptic plasticity
synaptic signaling
trans-synaptic signaling

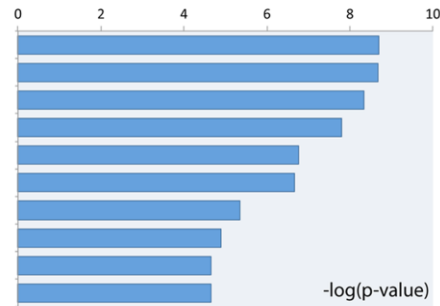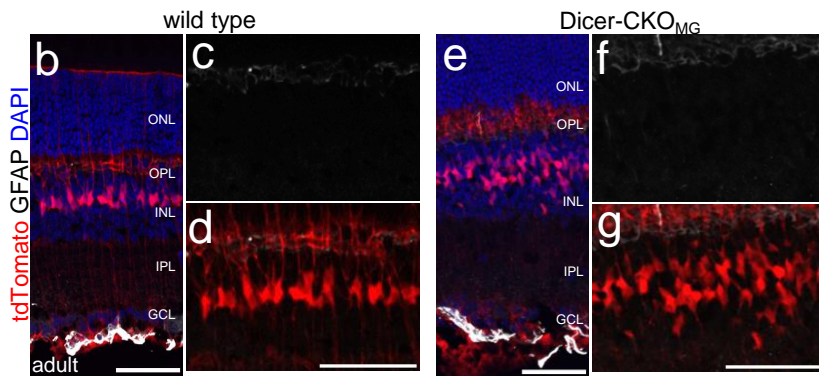

Sox2Cre: stop^{f/f}-tdTomato

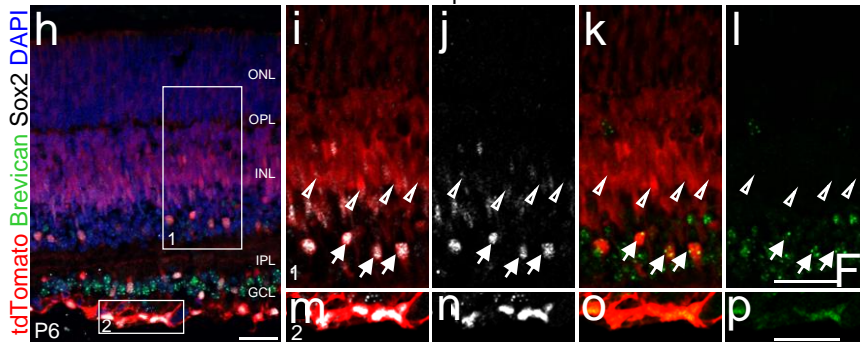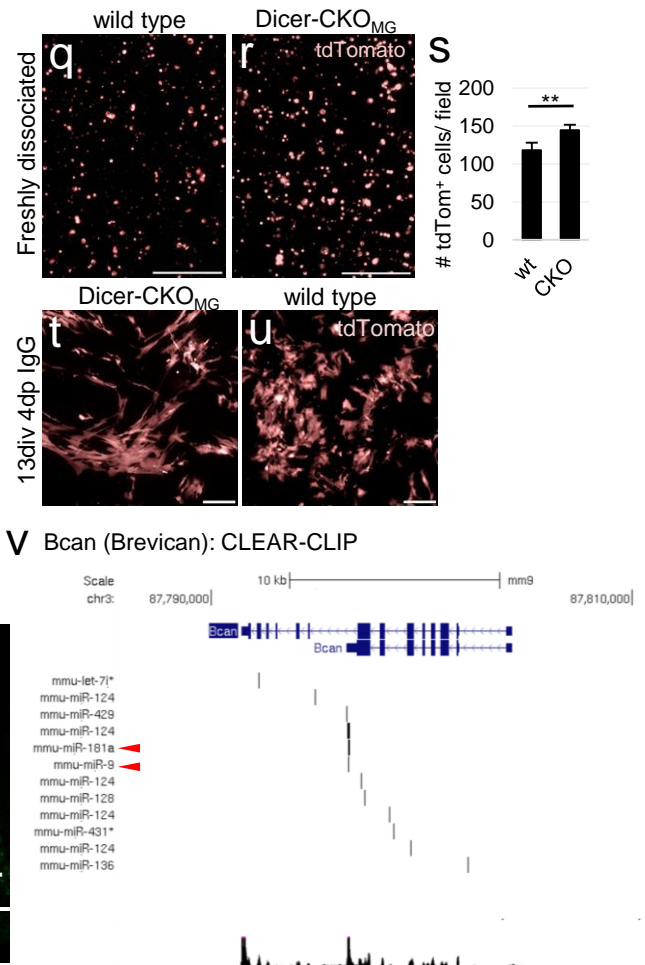

Supplementary Figure 6. Changes in gene expression in Müller glia of Dicer-CKO_{MG} mice and analysis of adult Müller glia dissociated cell cultures

a: GO Profiler analysis of the 64 genes up-regulated ($\log_2\text{CMP} > 5$, $\log \text{FC} > 1$) in the Dicer-CKO_{MG} analyzed for enrichment in biological processes. One highly enriched Gene Ontology category, with 41/64 total up-regulated genes, was developmental process.

b-g: Immunofluorescent labeling with antibodies against tdTomato and GFAP as well as DAPI nuclear staining in the wild type (b-d) and Dicer-CKO_{MG} (e-g) retinal cross sections, one month after induction. **h-p:** Immunofluorescent labeling with antibodies against tdTomato, Brevican, Sox2 as well as DAPI nuclear staining in postnatal day (P) 6 retinal cross section of a Sox2CreER: stop^{f/f}-tdTomato mouse. At P6, Brevican was not found in Sox2⁺ immature MG (box 1, shown in i-l, unfilled arrowheads) but in Sox2⁺ neurons in GCL (h) and the lower INL (box 1, shown in i-l, arrows), as well as in Sox2⁺ astrocytes in the NFL (box 2 in m-p). **q-r:** Live images of freshly dissociated tdTomato⁺ MG from adult wt (q) or Dicer-CKO_{MG} retinas (r), on feeder layers of P12 MG. **s:** Number of tdTomato⁺ MG per field in wt (5 individual mice) and Dicer-CKO_{MG} mice (5 individual mice) in culture (one experiment). **t-u:** Live images of cultured tdTomato⁺ MG from adult Dicer-CKO_{MG} (t) and wild type mice (u) treated with control antibodies. **v:** Snapshot of the Argonaute mRISC complex bound miRNAs targeting *Bcan* using the CLEAR-CLIP method (3) revealing the miRNAs bound to *Bcan* in P13 brain. Statistics: mean $\pm$ S.D., Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, Bonferroni-Holm correction, significant differences are indicated, **: $p < 0.01$. Scale bars in b, e, q-r, t-u: 100 μm in d, g: 50 μm , in h, l, p: 20 μm . MG: Müller glia, wt: wild type, ONL: outer nuclear layer, OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer, GCL: ganglion cell layer.

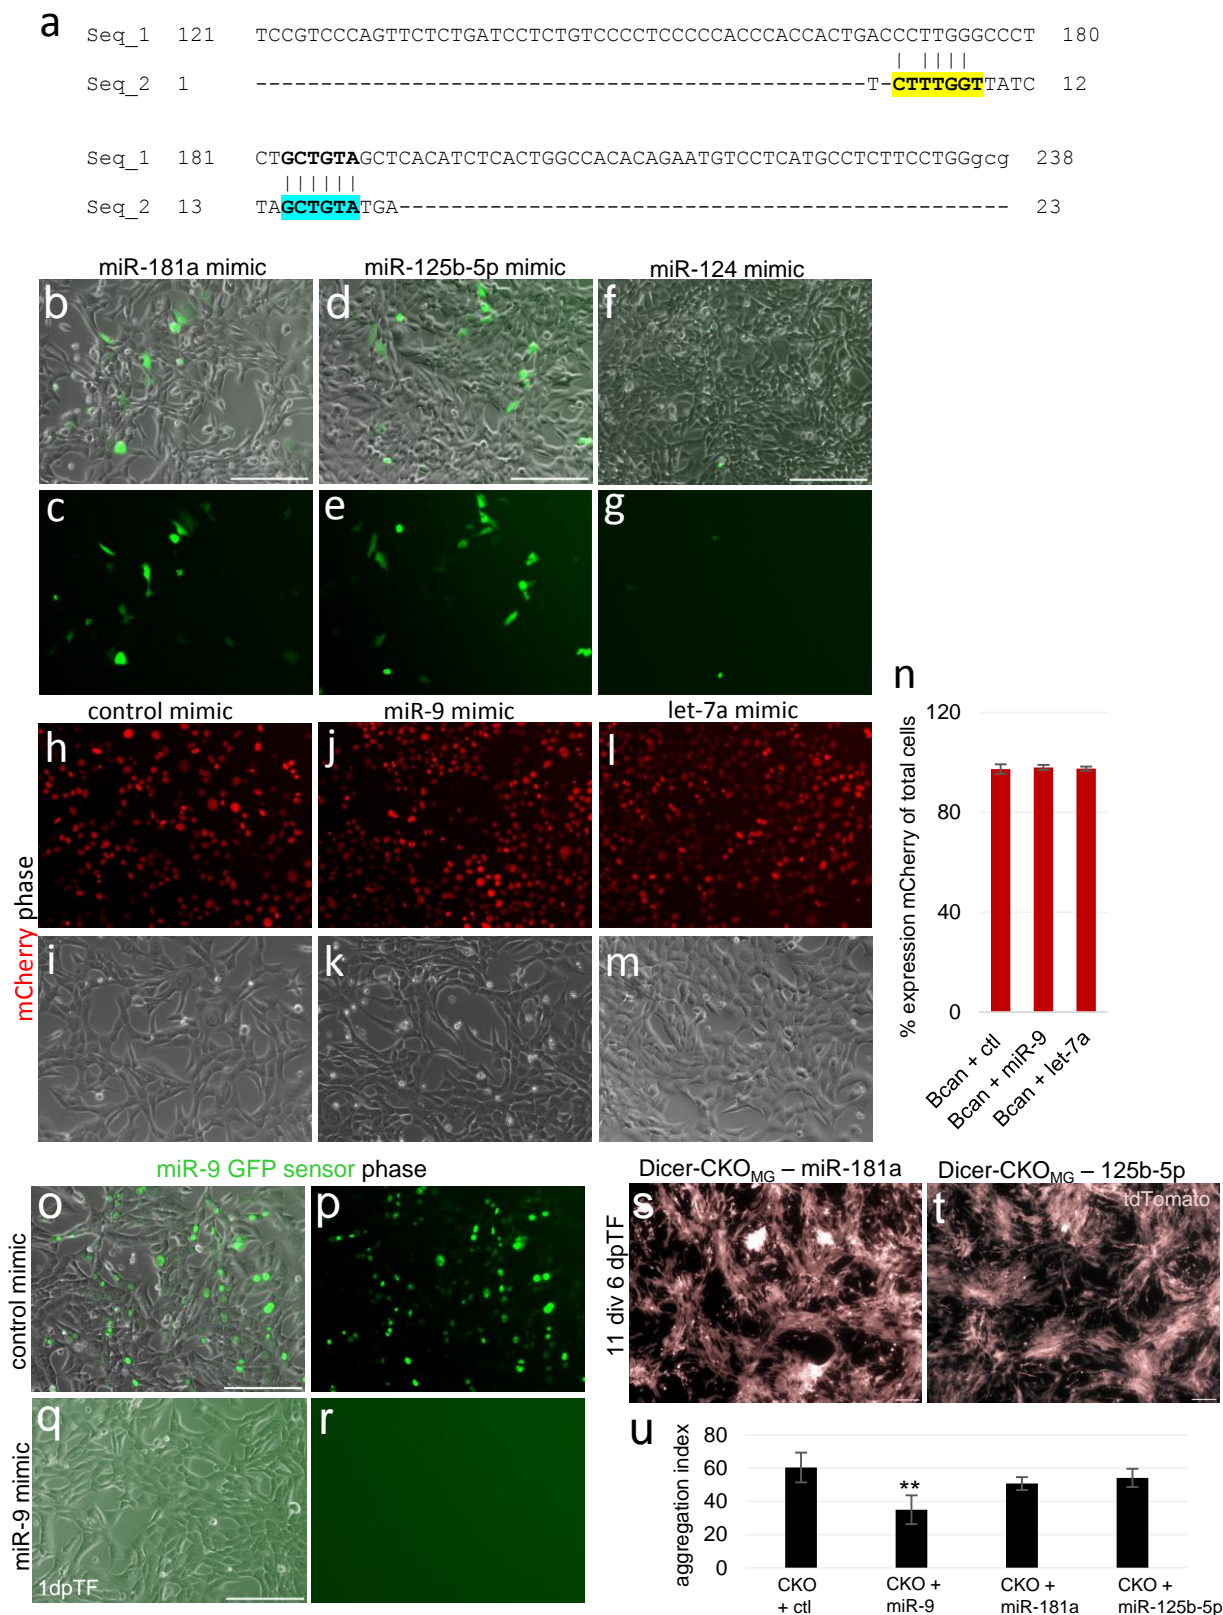

Supplementary Figure 7. Evidence for miR-9 regulation of *Bcan* and phenotype of Müller glia from Dicer-CKO_{MG} mice

a: Alignment of miR-9 (sequence 2) in the *Bcan* 3'UTR region (sequence 1) in the *Bcan* GFP sensor for the short version of *Bcan*, which shows binding for the seed sequence (yellow) and another 6-mer (turquoise). **b-g:** Live images of 3T3 cells fibroblasts transfected with the *Bcan* 3'UTR sensor (plasmid) and either miR-181a (b-c), miR-125b-5p (d-e) or miR-124 mimics (f-g). **h-m:** Live images of 3T3 cells fibroblasts transfected with mCherry transfection control for cultures co-transfected with either control, miR-9, or let-7a mimics. **n:** Quantification of the number mCherry⁺ cells of total number of cells. **o-r:** Live images of 3T3 fibroblasts transfected with miR-9 GFP sensor and either control mimics (o-p) or miR-9 mimics (q-r, experiment was performed 3 times). **s-t:** Live images of cultured tdTomato⁺ MG from adult Dicer-CKO_{MG} mice transfected with miR-181a (s), or miR-125b-5p (t). **u:** Quantification of the aggregation (see Methods) in control miR, miR-9, miR-181a, or miR-125b-5p transfected Dicer-CKO_{MG} cultures (n = 4 individual mice per condition). Statistics: mean ± SD, Independent Samples T-Test and Levene's Test for Equality of Variances, 2-tailed, Bonferroni-Holm correction, significant differences are indicated, **: p = 0.01. Scale bars in b, d, f, o, q: 100 µm, s-t: 200 µm.

Supplementary Table 1: miRWalk 2.0 predictions for of the 41 genes that increase >2 fold in the Dicer-CKO_{MG} for the five most highly expressed Müller glia miRNAs

miR-204	miR-125b-5p	miR-9	miR-181a	let-7
Arc	Arc	Arc	Atf3	Arc
Atf3	Atf3	Atf3	Cebpb	Atf3
Cebpb	Bcan	Bcan	Col27a1	Bcan
Col27a1	Csrnp1	Cebpb	Csf1r	C1qb
Csf1r	Cx3cr1	Col27a1	Csrnp1	C1qc
Csrnp1	Ddr2	Col27a1	Ddr2	Col27a1
Cst3	Egr3	Csf1r	Egr2	Csf1r
Cx3cr1	Faim2	Csrnp1	Eln	Csrnp1
Ddit3	Fosl2	Cx3cr1	Faim2	Cst3
Ddr2	Hk2	Ddr2	Fosl2	Cx3cr1
Egr2	Irf1	Faim2	Gadd45b	Ddr2
Egr3	Lmna	Fosl2	Hk2	Egr2
Eln	Mafb	Gadd45b	Irf1	Egr3
Faim2	Maff	Hk2	Lmna	Eln
Fosl2	Mafk	Irf1	Mafb	Faim2
Hk2	Nnat	Lmna	Mafk	Fosl2
Irf1	Parvb	Mafb	Map1b	Gadd45b
Lmna	Rgs9	Maff	Nnat	Hexb
Mafb	Sgk1	Mafk	P2ry12	Hk2
Maff	Slc17a7	Map1b	Parvb	Irf1
Mafk	Snap25	Nnat	Rgs9	Lmna
Map1b	Socs3	P2ry12	Sgk1	Mafb
Nnat	Stx3	Parvb	Slc12a5	Maff
P2ry12	Stxbp1	Rgs9	Socs3	Mafk
Parvb	Tnfaip3	Robo3	Stx3	Map1b
Rgs9		Scg2		Nnat
Robo3		Slc12a5		P2ry12
Scg2		Slc17a7		Parvb
Slc12a5		Socs3		Rgs9
Slc17a7		Stx3		Robo3
Snap25		Stxbp1		Scg2
Socs3		Tnfaip3		Sgk1
Stx3				Slc12a5
Stxbp1				Slc17a7
Tnfaip3				Snap25
				Socs3
				Stx3
				Stxbp1
				Tnfaip3

Supplementary Table 2. Glial genes in Dicer-CKO_{MG} in the RNA-Seq

**Gene Symbol**	**description**	**DicerCKO normLogCPM**	**wt normLogCPM**	**Increase in Cko vs wt**	**Dicer.raw**	**wt.raw**
Aqp4	aquaporin 4	10.79	10.76	0.03	27887	37735
Gfap	glial fibrillary acidic protein	5.21	4.38	0.8	582	640
Glul	glutamate-ammonia ligase (glutamine synthetase)	14.95	15.28	-0.33	497777	865470
Rlbp1	retinaldehyde binding protein 1	11.88	12.57	-0.69	59381	132888
Slc1a3	solute carrier family 1 (glial high affinity glutamate transporter), member 3	11.32	11.83	-0.51	40287	79258
Sox2	SRY (sex determining region Y)-box 2	8.63	9.01	-0.37	6252	11213
Sox9	SRY (sex determining region Y)-box 9	9.55	8.92	0.63	11837	10589
Vim	vimentin	9.22	10.02	-0.8	9380	22650

Supplementary Table 3: primary antibodies

antibody	concentration	Company, Catalog #
rat anti RFP (tdTomato)	1:500	Antibodies online, ABIN334653
mouse anti glutamine synthetase (GS)	1:200	Millipore, MAB 302
rabbit anti Sox9	1:1000	Millipore, AB5535
goat anti Sox2 (Y-17)	1:100	Santa Cruz, sc-17320
rabbit anti Brevican (<i>Bcan</i>)	1:200	Novus, NBP1-89992
rabbit anti GFAP	1:1000	Dako, Z033401-2
rabbit anti caspase3	1:100	BD Pharmingen, 559565
mouse anti PKC	1:200	Sigma, P5704, clone MC5
goat anti Otx2	1:200	R&D Systems, BAF1979
chicken anti GFP	1:500	Abcam,

Supplementary Table 4: mimics

name	sequence	Catalog number
<i>miRIDIAN microRNA mouse</i><br><i>mmu-miR-9-5p mimic</i>	UCUUUGGUUAUCUAGCUGUAUGA	C-310402-07-0005
<i>miRIDIAN microRNA mouse</i><br><i>mmu-miR-124-3p mimic</i>	UAAGGCACGCGGUGAAUGCC	C-310390-05-0005
<i>miRIDIAN microRNA mouse</i><br><i>mmu-miR-181a-5p mimic</i>	AACAUUCAACGCUGUCGGUGAGU	C-310435-05-0005
<i>miRIDIAN microRNA mouse</i><br><i>mmu-miR-125b-5p mimic</i>	UCCCUGAGACCCUAACUUGUGA	C-310393-05-0050
<i>miRIDIAN microRNA mouse</i><br><i>mmu-let-7a-5p mimic</i>	UGAGGUAGUAGGUUGUAUAGUU	C-310503-07-0005
<i>miRIDIAN microRNA mimic</i><br><i>negative control</i>	Negative control sequences based on <i>C. elegans</i> microRNAs have minimal sequence identity in human, mouse, and rat.	CN-001000-01-50

Supplementary Table 5: RT-qPCR primers

Gene name	Forward sequence (5' to 3')	Reverse sequence (3' to 5')
<i>Actb (beta actin)</i>	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
<i>Bcan</i>	TGCGCGTCAAGGTAAACGAA	GACCCCGGAATCATTGGGC
<i>Maff</i>	AGGGGTTCTCAGAGAGCCAG	AGGGGTTCTCAGAGAGCCAG
<i>Egr3</i>	CCGGTGACCATGAGCAGTTT	TAATGGGCTACCGAGTCGCT
<i>Atf3</i>	GAGGATTTTGCTAACCTGACACC	TTGACGGTAACTGACTCCAGC

Supplementary Table 6: RT-qPCR primers for miRNAs

**miRNA**	**Forward sequence<br>(5' to 3')**	**Reverse sequence<br>(3' to 5')**	**Stem loop RT primer (3' to 5')**
miR-204	CGC GCT TCC CTT<br>TGT CAT CC	TCG GAG CGC CAA<br>GTG TAC AG	TGA GCA GCG CTC GGA GCG CCA AGT<br>GTA CAG GCG CTG CTC AAG GCA TAG
miR-125b-5p	CCG CTC CCT GAG<br>ACC CTA A	CGA AGG AAC TTG<br>GGA TAT GAC G	ATA GGG GCG CGA AGG AAC TTG GGA<br>TAT GAC GCG CCC CTA TTC ACA AGT
miR-9	GCC GGT CTT TGG<br>TTA TCT AGC	TTT CCT CGA CCG<br>CAC CAC TC	AAA TCG CAG CTT TCC TCG ACC GCA<br>CCA CTC GCT GCG ATT TTC ATA CAG
miR-181b	GCG CCA ACA TTC<br>ATT GCT GTC	GAT CAA GGG GCA<br>GCA CGT AG	GGC TAG CAG CGA TCA AGG GGC AGC<br>ACG TAG GCT GCT AGC CAC CCA CCG
let-7c	CGG CCT TGA GGT<br>AGT AGG TT	GCT TCG CTC TTA<br>TTT CCT GAT GG	CGC TAC AGG CGC TTC GCT CTT ATT<br>TCC TGA TGG GCG CGA TGT CAA CCA<br>TAC
5s	GCC ATA CCA CCC<br>TGA ACG	TGC AGG GTC CGA<br>GGT ATT CG	ACT GCT GCG CTG CAG GGT CCG AGG<br>TAT TCG GCG CAG CAG TAA AGC CTA

# Supplementary material for: Müller glial microRNAs are required for the maintenance of glial homeostasis and retinal architecture
**Source:** Nat Commun. 2017 Nov 17;8:1603. doi: 10.1038/s41467-017-01624-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Each sheet in the Excel file contains raw data used to create the figure for which the sheet is named, e.g. the sheet titled “Figure 1w” has data for Figure 1w.

How the deposited data were processed for this re-analysis (not part of the article)

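miRNAs were measured in MG sorted by FACS for tdTomato from wild-type mice (40 retinas of 20 mice) and Dicer-CKO_MG mice (26 retinas of 13 mice), pooled into 1 library per group. Groups were taken from the sample labels and the paper. A label of the wild-type sample gives 26 retinas where its description and the paper give 40, and the paper's number was used. The files hold 626 probes each. The authors deposited raw counts of barcodes per probe for each library and a table of normalized counts, a score on the authors' own scale that was rounded to whole numbers with a lowest value of 1. According to the paper's methods the normalized counts were made with nSolver 2.6 from 4 housekeeping genes, 8 negative controls and 6 positive controls. The kind of background step, the order of steps and the kind of mean are not given in the sources used here.

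Raw counts were used for all main values. The mean of the negative controls was subtracted per library, counts were multiplied by the positive-control factor and then by the housekeeping factor, both from geometric means over the controls. Probes of the 2 libraries were matched by their accession, because 9 probes that read several miRNAs are written differently in the files. The deposited normalized counts served as an alternative. They are a straight line of the raw counts above their lowest values, and differ from the counts computed here by the same factor, 1.14, in both libraries.

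The wild-type library held 769736 and the Dicer-CKO_MG library 139812 barcodes over all probes. In wild-type the negative controls had a mean of 38.6 and a SD of 16.5, in Dicer-CKO_MG a mean of 20.4 and a SD of 16.4. After scaling, the detection limit was a normalized count of 23.6 in wild-type and 90.0 in Dicer-CKO_MG, so a miRNA had to be more abundant to be seen in Dicer-CKO_MG. Where 1 library was at or below its limit, the fold is a bound, and where the bound does not exclude the other direction the direction was left open (judged by the bound itself, without its counting error), as it was for 69 of the 174 miRNAs detected in either library. With 1 library per group no test across samples was possible. Intervals are exact 95% binomial intervals of the raw count ratio. They were carried to the normalized scale by a constant factor, so for counts near background they understate the counting error.

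miRNAs named in the text were chosen by a rule set before the data were examined. They are every miRNA the paper names, the 23 with the highest wild-type counts, the detected members of 17 lists, and the 10 largest falls and the 10 largest rises among miRNAs with at least 100 raw counts in the higher library. The paper's table of counts for Fig. 4a had been read before the rule was set. The lists were the miRNAs of Fig. 4a, those the paper lists for Bcan (with let-7 taken as its whole family), the let-7, miR-181, miR-30 and miR-29 families, the miR-99/100 and miR-125 families, the miR-17-92 cluster and its paralogs, retinal neuron, photoreceptor, immune cell, erythroid and vascular miRNAs, stress and gliosis miRNAs, sequences made without Dicer, miRNAs that need Dicer but not Drosha, and the Dlk1-Dio3 cluster. The median log2 ratio of a list, with members at their bound where needed, was placed among 10000 random lists of detected miRNAs of the same size, matched on mean expression in 10 bins. The members of the list stayed in the pool that was drawn from. This can pull a percentile toward the middle, most where a list fills much of a bin. The percentile describes these 2 libraries and is not a p-value. Lists with fewer than 3 detected members got none.

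The steps were tested on simulated data for the comparison of Dicer-CKO_MG with wild-type. In 20 simulations, 200 of the 566 mouse miRNAs were changed 4-fold, and results were scored for the 53 with more than 500 counts above background. All changed miRNAs among these were called in the right direction (100%), and no unchanged one among them was called (0%). The 95% interval held the true value for 92.8% of those that were measured in both libraries. Most miRNAs called higher in the real libraries, such as miR-96 with a raw wild-type count of 285, lay below 500 counts. These shares do not cover them. The simulations cannot show whether the housekeeping genes scale the real libraries correctly, so errors of scale were not tested.

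The alternatives set before the data were examined were no background subtraction, subtraction of the mean plus 2 SD or of the highest negative control, raw counts, scaling by positive controls only, by the ligation controls, by the sum of detected miRNAs or by the geometric mean of the 100 highest miRNAs, arithmetic means, leaving out each housekeeping gene, the deposited normalized counts, detection above the highest negative control or above 100 counts, the 10 highest miRNAs, all miRNAs above 1000 counts, the 23 highest by the mean of both libraries, 5 bins, and size rules of 1.5-fold and 4-fold. In the alternative called raw counts, nothing was scaled, but the mean of the negative controls was still subtracted. Gene positions were taken by symbol from a RefSeq gene table of GRCm38.p6. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The RNA-Seq and RT-qPCR data of the paper were not analysed here, apart from the RT-qPCR values of Supplementary Data 1 and the paper's count of RNA-Seq reads over exon 23 of Dicer1, which are set beside the counts in the closing part.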

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

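The tests in this part were chosen after the results had been seen.

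The paper reports on miRNAs that declined. In the same libraries 21 mouse miRNAs were at least 2-fold higher in Dicer-CKO_MG, a signal in miRNAs that the paper does not discuss for these samples. Besides the 10 miRNAs of other cell types, which rose 12.1-fold (miR-96), 8.94-fold (miR-124), 7.75-fold (miR-142-3p), 6.48-fold (miR-126-3p), 5.67-fold (miR-150), 4.99-fold (miR-183), 3.96-fold (miR-142-5p), 3.23-fold (miR-129-3p), 2.78-fold (miR-146a) and 2.27-fold (miR-132), they were miR-376a (at least 25.2-fold), miR-466g (8.55-fold), the epithelial miR-200b (5.92-fold), miR-500 (at least 4.94-fold), miR-539 (4.42-fold), miR-1196 (4.29-fold), miR-695 (at least 4.13-fold), miR-202-5p (3.23-fold), miR-211 (2.88-fold), miR-101b (2.78-fold) and miR-26b (2.16-fold). miR-500, miR-1196, miR-695, miR-202-5p, miR-211, miR-101b and miR-26b lie outside the rule for named miRNAs and are named after their values were seen. Of the 21, 10 also had the higher raw count in Dicer-CKO_MG, and miR-124 was among them with 2759 against 1211. The most abundant positive control had the higher raw count in that library too, with 40140 against 31909. Most of the 21 had wild-type counts below the Dicer-CKO_MG detection limit of 90.0, and a clear fall from such a count would not have been measured. All folds in this paragraph are on the housekeeping scale, and on the positive-control scale 8 of the 21 were above wild-type, 5 of them with their whole counting interval, 11 were below, and the bounds of miR-500 and miR-695 left their direction open. Among the 11, miR-183, miR-1196 and miR-539 lay within counting error of equality. Intervals are too narrow for raw counts near background, such as those of miR-466g (85 in wild-type) and miR-142-3p (73 in wild-type).

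The joint rise of neuronal, photoreceptor, immune and vascular miRNAs was weighed against explanations that do not need a change in MG. The housekeeping scale is not the whole cause if the positive controls scale the libraries correctly, since 3 of the 10 measured miRNAs, miR-96, miR-124 and miR-142-3p, stayed higher on the positive-control scale with their whole counting interval, while its part in the rise of the others cannot be told apart, because the median log2 ratio of the 10 on that scale was -0.03 with members clearly above and below 0. Of these 3, miR-142-3p is the least certain. Its raw wild-type count of 73 lay close to the detection limit of 71.7, so its ratio rests on the background subtracted, which the interval does not cover. Dicer-CKO_MG cells had a lower post-sort purity in Supplementary Fig. 5o. With the same mix of other cells in both pools, this would raise miRNAs that MG do not make by 0.58. A miRNA that MG also make would rise less. The highest and the lowest of the 10 differed by 2.41 with counting intervals that lie apart, but unequal rises therefore cannot decide. On the housekeeping scale the size argues against purity as the whole cause for miR-124, miR-96, miR-183, miR-126-3p, miR-142-5p and miR-129-3p. Their wild-type counts exceeded the Dicer-CKO_MG detection limit of 90.0, so no rise was needed to measure them, and the lowest rose by 1.69. The others lay below that limit in wild-type, so the filter favours large rises among them. On the positive-control scale miR-96 (1.15) and miR-124 (0.72) lay above 0.58 and the others below. The purities are whole percentages, so 0.58 is approximate and miR-124 lies close to it. A mix that differs between the pools stays open, since it was not measured here and the paper's Supplementary Table 1 holds microglial genes (Cx3cr1, P2ry12, Csf1r, C1qb, C1qc) and neuronal genes (Snap25, Slc17a7) among those higher in Dicer-CKO_MG by RNA-Seq. RNA of cells that kept Dicer1 cannot be told apart from a rise within MG, because its test, that all 10 had a higher log2 ratio than each of the 23 highest miRNAs, restates the pattern, and miR-96 and miR-183, transcribed from 1 cluster, differed by 1.27 with miR-182 of that cluster not detected. Sorting for tdTomato should remove most cells other than MG, but not MG that carry tdTomato and kept Dicer1. miR-146a is also on the stress list. A rise within MG or in other cells of the altered retina stays open and was not tested.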

How the results depend on the processing

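No paired analysis was possible because each group has 1 library. The alternatives were set before the data were examined. The one called raw counts is not scaled, but has the mean of the negative controls subtracted. All 23 highest miRNAs were lower in 12 alternatives, which were every background step, raw counts, positive controls, ligation controls, arithmetic means, each housekeeping gene left out and the deposited counts. Scaled to the 100 highest miRNAs, 17 of the 23 were lower. Of the 10 highest miRNAs 10 were lower, of the 32 above 1000 counts 30, and of the 23 highest by the mean of both libraries 22. The decline of miR-181a kept its direction under each scaling and background step, and so did that of miR-9 except on the sum of detected miRNAs, where it lay within counting error of no change. The size of the decline, the numbers of miRNAs called lower and higher and, for many miRNAs, the direction depend on the scale. Relative to the housekeeping scale, the median log2 ratio of miRNAs detected in both libraries shifted by -2.44 with positive controls only, -2.39 with ligation controls, -1.94 with raw counts, 2.03 with the sum of detected miRNAs and 1.26 with the 100 highest. The scaling factor itself is the cause of these shifts, and the scalings to the sum or to the 100 highest miRNAs remove a common decline by construction. The cause was not tested for the background steps. In Dicer-CKO_MG, 489 of the 566 mouse miRNAs were not detected, against 395 in wild-type. The positive controls were not counted lower in Dicer-CKO_MG (40140 against 31909 for the most abundant). Whether the amount of RNA counted or loss of miRNAs limits detection was not tested. The spike-in probes lay at background and gave no value, and the probe names hold no correction factors, so these alternatives have none. With the deposited counts, or without Actb or Rpl19, all 74 results for single miRNAs and lists stayed within counting error. The others moved beyond it more often, 67 of the 74 with the 100 highest, 66 with raw counts, 61 with ligation controls, 60 with positive controls only, 53 with the sum, 49 with the highest negative control, 48 with the mean plus 2 SD, 19 each without background subtraction, Gapdh or B2m, and 1 with arithmetic means, apart from those that turned below. The values given below as turned are those of miRNAs called in the main setting and of list medians of at least 2-fold there. The rises of miR-500 and miR-695 are known only as bounds, and these left the direction open for both with positive controls only and ligation controls, for miR-500 with the highest negative control, where miR-695 had no ratio, and for miR-695 with the mean plus 2 SD. Among the moved or unmoved rest, further log2 ratios, of uncalled miRNAs such as let-7f, miR-1944 and miR-29b or of smaller list medians, also changed sign, 9 each with the sum and the 100 highest, 8 each with raw counts, positive controls only and ligation controls, 2 with the highest negative control, and 1 each with the mean plus 2 SD, without background subtraction and with detection above 100 counts. With 5 bins the percentile of the miR-181 family was 43.7, of the miR-17-92 list 52.8, of the stress list 65.5 and of the Dlk1-Dio3 list 37.1, and the other percentiles moved by at most 5 points.

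Without background subtraction, the change was -77.1% for miR-9 and the ratio of summed counts was 0.249. With the mean plus 2 SD of the negative controls subtracted, the change was -74.5% for Fig. 4a (median), -72.0% for miR-9 and -80.4% for miR-181a and the ratio of summed counts was 0.267. With the highest negative control subtracted, the change was -70.3% for the 23 (median), -73.1% for Fig. 4a (median), -70.3% for miR-9 and -79.2% for miR-181a and the ratio of summed counts was 0.280. It turned 3 called log2 ratios, to -1.25 for miR-101b, -1.33 for miR-1196 and -0.86 for miR-202-5p. With raw counts minus the mean of the negative controls, the change was -93.2% for the 23 (median), -94.1% for Fig. 4a (median), -93.7% for miR-9 and -95.6% for miR-181a, the ratio of summed counts was 0.0640, 121 were called lower and 5 were called higher. Called log2 ratios turned to -0.25 for the median of the retinal neuron miRNAs, -0.46 for miR-101b, -0.24 for miR-129-3p, -0.76 for miR-132, -0.46 for miR-146a, -0.25 for miR-202-5p, -0.41 for miR-211 and -0.82 for miR-26b. With positive controls only, the change was -95.2% for the 23 (median), -95.8% for Fig. 4a (median), -95.6% for miR-9 and -96.9% for miR-181a, the ratio of summed counts was 0.0451, 137 were called lower and 2 were called higher. Called ratios that turned were -0.76 for the median of the retinal neuron miRNAs, -0.20 for the median of the immune cell miRNAs, -0.029 for the median of the measured miRNAs of the 4 lists of other cell types, -0.97 for miR-101b, -0.34 for miR-1196, -0.75 for miR-129-3p, -1.26 for miR-132, -0.46 for miR-142-5p, -0.97 for miR-146a, -0.12 for miR-183, -0.75 for miR-202-5p, -0.91 for miR-211, -1.33 for miR-26b and -0.30 for miR-539. Scaled to the sum of detected miRNAs, the change was 6.05% for the 23 (median), -7.91% for Fig. 4a (median), -1.98% for miR-9 and -30.6% for miR-181a, the ratio of summed counts was 1, 10 of the 23 were lower, 1 let-7 member was lower, 5 were called lower and 37 were called higher. Called ones that turned here were 0.24 for the median of the miRNAs the paper lists for Bcan, 0.44 for the median of the let-7 family, 0.95 for the median of the miR-181 family, 0.51 for the median of the miR-30 family, 0.44 for let-7a, 0.64 for let-7c, 0.13 for let-7d, 0.085 for let-7e, 0.86 for let-7g, 0.36 for let-7i, 0.63 for miR-135a, 0.92 for miR-16, 0.95 for miR-181c, 0.038 for miR-22, 0.89 for miR-23a, 0.22 for miR-25, 0.92 for miR-29a, 0.51 for miR-30a, 0.69 for miR-335-5p, 0.91 for miR-720 and 0.12 for miR-99b. Scaled to the geometric mean of the 100 highest miRNAs, the change was -38.0% for the 23 (median), -46.2% for Fig. 4a (median), -42.7% for miR-9 and -59.4% for miR-181a, the ratio of summed counts was 0.585, 13 were called lower and 28 were called higher. The called log2 ratios turned to 0.18 for the median of the miR-181 family, 0.085 for let-7g, 0.14 for miR-16, 0.18 for miR-181c, 0.12 for miR-23a, 0.15 for miR-29a and 0.13 for miR-720. Scaled to the ligation controls, the change was -95.0% for the 23 (median), -95.7% for Fig. 4a (median), -95.4% for miR-9 and -96.8% for miR-181a, the ratio of summed counts was 0.0468, 136 were called lower and 2 were called higher. Here called log2 ratios turned to -0.70 for the median of the retinal neuron miRNAs, -0.14 for the median of the immune cell miRNAs, -0.92 for miR-101b, -0.29 for miR-1196, -0.70 for miR-129-3p, -1.21 for miR-132, -0.40 for miR-142-5p, -0.92 for miR-146a, -0.070 for miR-183, -0.70 for miR-202-5p, -0.86 for miR-211, -1.27 for miR-26b and -0.24 for miR-539. With arithmetic means, the ratio of summed counts was 0.237. Without Actb, the ratio of summed counts was 0.249. Without Gapdh, the change was -79.3% for Fig. 4a (median), -77.9% for miR-9 and -84.4% for miR-181a and the ratio of summed counts was 0.225. Without Rpl19, the ratio of summed counts was 0.240. Without B2m, the change was -75.4% for Fig. 4a (median), -73.9% for miR-9 and -81.5% for miR-181a and the ratio of summed counts was 0.267. With detection above 100 counts, the ratio of summed counts was 0.242, 50 miRNAs were detected in Dicer-CKO_MG and 12 were called higher. With the 4-fold rule, 19 were called lower and 13 were called higher. Over all miRNAs above 1000 counts in wild-type, the change was -70.0% for the set (median).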

Differences from the paper's values

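The percent declines of the 9 miRNAs that Supplementary Data 1 lists for Fig. 4a matched those computed from raw counts. The RT-qPCR values in Supplementary Data 1, normalized there to 5S RNA, show larger declines than the NanoString counts. The table names the samples as those used for NanoString, although it gives n = 20 for Dicer-CKO_MG and the table for Fig. 4a n = 13. For miR-204 the paper's log2 change by RT-qPCR is -4.81 and the log2 ratio of normalized counts was -3.23. For miR-125b-5p the paper's value is -4.06 and the ratio of counts -2.59. For miR-9 the paper's value is -4.14 and the ratio of counts -2.06. For let-7c the paper's value is -4.36 and the ratio of counts -1.39. None of the 14 alternatives of background, scaling and source of values set before the data were examined brought any of the 4 within the counting error of the paper's value. The closest were background-subtracted raw counts for miR-204 (-5.17), miR-125b-5p (-4.53) and miR-9 (-4.00), and the positive controls only for let-7c (-3.83). The error of the RT-qPCR values is not given in the table used here, so only the counting error was used.

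The paper's Fig. 4b counts miR-181b among the top 5 highly expressed miRNAs. On the NanoString panel miR-181b shares a probe with miR-181d, and this probe had a normalized count of 58.3 in wild-type, against 30265 for miR-181a.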

Other observations

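The tests in this part were chosen after the results had been seen.

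Of the 10 probes for the miR-17-92 cluster and its paralogs, which promote proliferation, 7 were detected, 3 were lower in Dicer-CKO_MG, none was shown to be higher and 4 stayed open (median log2 ratio 0.63 with members at their bounds, percentile 61.0). miR-25 fell to 28.6% of its wild-type level, but was higher (log2 ratio 0.22) when scaled to the sum of detected miRNAs, and the joint probe for miR-20a and miR-20b had a wild-type count of 198.6 and was at background in Dicer-CKO_MG. Of the 8 probes for stress and gliosis miRNAs, 4 were detected (median log2 ratio 0.31 with miR-34a at its bound, percentile 71.7). miR-21, a miRNA of reactive glia, stood at 73.5% (56.9 to 94.0%) and the hypoxia-induced miR-210 at 56.3% (45.9 to 68.6%), while miR-146a, also on the immune cell list, was higher. On the positive-control scale miR-146a was lower as well, and scaled to the sum of detected miRNAs all 3 were higher. None of the 3 erythroid miRNAs on the panel was detected in either library.

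Of 47 probes for the Dlk1-Dio3 cluster, a large imprinted cluster of miRNAs active in neurons, 12 were detected, of which 3 were higher in Dicer-CKO_MG, 2 lower, miR-434-3p among them at a bound within counting error of equality (94.3%, 68.0 to 129%), and 7 open (median log2 ratio 0.73 with members at their bounds, percentile 57.2, and 37.1 with 5 bins). Of the 3, miR-376a, miR-539 and miR-136, only miR-376a was also higher on the positive-control scale. miR-376a had a raw count of 238 in Dicer-CKO_MG and 46 in wild-type, the latter at background, while its neighbours miR-376b and miR-376c were not detected in Dicer-CKO_MG. Of 4 miRNAs that need Dicer but not Drosha, miR-1224 alone was detected, at 88.1% of its wild-type level (64.0 to 120%).

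A 1st hypothesis is that the housekeeping scale makes the decline by NanoString smaller than that by RT-qPCR. The NanoString log2 ratios of miR-204, miR-125b-5p, miR-9 and let-7c lay above the paper's RT-qPCR values by 1.47 to 2.97. One wrong factor would shift all 4 alike, whereas these differences span 1.50, and on the positive-control scale 3 of the 4 declines became larger than by RT-qPCR and that of let-7c stayed smaller. Without an error for RT-qPCR the scale cannot be told apart from differences between the assays of single miRNAs. The highest negative control made up at most 2.59% of the raw Dicer-CKO_MG counts of these 4, and at least 63.9% would have to be removed. This argues against background of the kind that negative controls read in these counts as the cause. Negative controls do not show how far probes of related miRNAs read each other. Background in the housekeeping counts was not part of this test.

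Another hypothesis is that the miRNAs left in Dicer-CKO_MG are those of cells that kept exon 23 of Dicer1. Of the RNA-Seq reads that the paper counts over this exon, 40.6% kept it (exact 95% interval 23.7 to 59.4%, counting error of 32 reads only). On the housekeeping scale, 5 of the 10 miRNAs of Fig. 4a remained below 23.7% with their whole counting interval, and 4 to 10 did in the 12 other settings that can show a common decline. The others, miR-9, miR-30c, let-7c, let-7g and miR-720, did not on the housekeeping scale. The values of those 5 argue against cells that kept the exon holding them at their wild-type level, as far as the share of reads stands for the share of cells. That is uncertain, since the paper also shows fewer reads over the whole Dicer1 gene in Dicer-CKO_MG. Scalings to the miRNAs themselves hide a common decline by construction and were not used for this test.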
